# Postmortem transcriptional profiling reveals widespread increase in inflammation in schizophrenia: a comparison of prefrontal cortex, striatum, and hippocampus among matched tetrads of controls with subjects diagnosed with schizophrenia, bipolar or major depressive disorder

**DOI:** 10.1038/s41398-019-0492-8

**Published:** 2019-05-23

**Authors:** Thomas A. Lanz, Veronica Reinhart, Mark J. Sheehan, Stacey J. Sukoff Rizzo, Susan E. Bove, Larry C. James, Dmitri Volfson, David A. Lewis, Robin J. Kleiman

**Keywords:** Schizophrenia, Molecular neuroscience

## Abstract

Psychiatric disorders such as schizophrenia (SCZ), bipolar disorder (BD), and major depressive disorder (MDD) arise from complex interactions between genetic and environmental factors. Common genetic variants associated with multiple psychiatric disorders suggest that shared genetic architecture could contribute to divergent clinical syndromes. To evaluate shared transcriptional alterations across connected brain regions, Affymetrix microarrays were used to profile postmortem dorsolateral prefrontal cortex (DLPFC), hippocampus, and associative striatum from 19 well-matched tetrads of subjects with SCZ, BD, MDD, or unaffected controls. SCZ subjects showed a substantial burden of differentially expressed genes across all examined brain regions with the greatest effects in hippocampus, whereas BD and MDD showed less robust alterations. Pathway analysis of transcriptional profiles compared across diagnoses demonstrated commonly enriched pathways between all three disorders in hippocampus, significant overlap between SCZ and BD in DLPFC, but no significant overlap of enriched pathways between disorders in striatum. SCZ samples showed increased expression of transcripts associated with inflammation across all brain regions examined, which was not evident in BD or MDD, or in rat brain following chronic dosing with antipsychotic drugs. Several markers of inflammation were confirmed by RT-PCR in hippocampus, including S100A8/9, IL-6, MAFF, APOLD1, IFITM3, and BAG3. A cytokine ELISA panel showed significant increases in IL-2 and IL-12p70 protein content in hippocampal tissue collected from same SCZ subjects when compared to matched control subjects. These data suggest an overlapping subset of dysregulated pathways across psychiatric disorders; however, a widespread increase in inflammation appears to be a specific feature of the SCZ brain and is not likely to be attributable to chronic antipsychotic drug treatment.

## Introduction

Psychiatric disorders arise from complex interactions between genetic and environmental factors, which change developmental trajectories of circuits underpinning a continuum of neuro-functional domains^1^. Common genetic associations across diagnostic boundaries of neuropsychiatric disorders^2,3^ suggest the potential for shared elements of disease etiology. Linking genetic risk factors to cellular pathways implicated in psychiatric disease requires a better understanding of the pathways impacted in disease. One approach to identifying these molecular and biochemical differences is to examine molecular profiles of postmortem brains from subjects with clinically defined psychiatric disorders and unaffected comparison subjects. Transcriptional profiling has been used extensively to characterize postmortem brain samples from subjects with schizophrenia over the past 15 years with the overarching goal of developing molecular insight into pathophysiology and candidate pathways for therapeutic intervention. Lessons learned from more than a decade of RNA profiling have highlighted many difficulties with cross-study replication of results for individual genes stemming from a variety of technical and biological factors (reviewed in ref. ^4^). Methodological differences among studies have been driven by the evolution of transcriptional profiling platforms and the accumulated scholarship regarding the impact of biological variability stemming from differences in age, gender, pH, postmortem interval (PMI), agonal state, dissection techniques, and RNA extraction. Improvements over time have meant that most published microarray studies are difficult to combine or compare because of differences in collection and/or processing. Despite limitations of study-specific findings related to individual genes, multiple cellular pathways have been consistently represented by dysregulated genes identified across studies of schizophrenia, which fall into several broad categories including immune function, oxidative phosphorylation and mitochondrial function, synaptic transmission, and myelination/glial function. These trends have been further borne out by a recent ‘mega-analysis’ to reanalyze 19 brain-based gene expression studies^5^.

We have profiled a curated collection of brain samples from the University of Pittsburgh, designed to circumvent many of the previous confounds and to enable direct comparisons across brain regions and diagnoses. The current collection is comprised of tetrads of disease and control individuals; within each tetrad, subjects were matched for sex and as closely as possible for age. All samples have been collected from the same hemisphere using the same anatomical landmarks at the coroner’s office, with low PMI, and high pH (above 6.5) and high RNA integrity to minimize technical variability among samples. Multiple brain regions have been dissected from each individually donated brain to allow profiling across brain regions from this matched set of samples.

The present study focused on three major psychiatric disorders with overlapping symptom domains: schizophrenia (SCZ), bipolar disorder (BD) and major depressive disorder (MDD). The prefrontal cortex (PFC) has been a focus for much investigation across these disorders, given its prominent role in working memory and the integration and ordering of environmental stimuli^6–8^. A key feature of the current analysis is the profiling of PFC, hippocampus, and striatum from the same individuals. Functional connectivity between these regions is important to a variety of cognitive functions, and disruptions to this network have been implicated in psychiatric disorders^9–12^. Prior studies investigated expression of BDNF pathway transcripts using RT-PCR on this sample set revealed a striatal TrkB mRNA reduction in both BD and MDD subjects, while reductions in specific BDNF transcripts in hippocampus were observed in both SCZ and BD subjects^13^. The present further leveraged these well-matched tetrads to identify other potential common pathways among disease states or functionally connected anatomical regions. To additionally evaluate the potential contributions of antipsychotic medication to gene expression differences, we generated rat pharmacology gene expression datasets from three different brain regions following chronic treatment with haloperidol or risperidone at doses selected to produce clinically meaningful exposures. Our results highlight differences in gene expression between SCZ, BD, and MDD subjects relative to unaffected controls, with some common pathways enriched across different pairs of disorders in select brain regions. We highlight the severity of gene expression dysregulation in SCZ as compared to BD and MDD (SCZ≫BP > MDD) and the magnitude of gene expression dysregulation in the hippocampus as compared to the connected dorsolateral prefrontal cortex and striatum (hippocampus > striatum > DLPFC) from SCZ. We highlight the robust and disease-specific upregulation of cellular pathways related to inflammation across brain circuitry in SCZ subjects.

## Methods

### Postmortem human samples

Brains from tetrads of subjects with SCZ, MDD, or BD and unaffected comparison subjects were obtained at the University of Pittsburgh as described previously^14^. Subject groups did not differ in mean age, postmortem interval, brain pH, RNA integrity number (RIN) or tissue storage time (Supplementary Table 1). Cryostat sections cut from Brodmann Area 46 (dorsolateral prefrontal cortex, DLPFC), associative subregion of dorsal striatum (as described by Suzanne Haber^15^), and hippocampus were collected into empty tubes (for protein analysis) or tubes containing TRIzol (Life Technologies, Carlsbad, CA), from which RNA was extracted using a phenol-chloroform extraction method. All samples were analyzed using an Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA) to evaluate total RNA quality. RNA was converted to cDNA using Applied Biosystems High Capacity RNA-to-cDNA Master Mix (Life Technologies). RNA was hybridized to U133_Plus2 Affymetrix whole genome microarray chips.

### qRT-PCR

TaqMan assays were ordered for each gene of interest (Supplementary Table 2; Life Technologies). Additionally, 16 endogenous control genes were selected for each brain region and assessed across eight subjects per group per region. Those six most stable endogenous control genes were analyzed across all samples. The three most stable genes across all groups and regions, identified using Normfinder^16^, were selected as reference genes for normalization (RPN1, PSMB2, and RPL13A). Quantitative RT-PCR was performed on an Applied Biosystems ViiA 7 thermocycler (Life Technologies, Carlsbad, CA) in 384-well plates. Reactions were conducted in quadruplicate containing 15 ng RNA per well. Relative standard curve qPCR was used to derive quantities for the GOIs and reference genes using the ViiA 7 software. Normalized quantities (NQ) were calculated by dividing the GOI quantity by the geometric mean of the quantity of the three reference genes for each sample.

### Cytokine measurement

Brain samples were measured for cytokine levels as described previously^17^. Sections were homogenized in 150 mM NaCl, 20 mM TrisHCl pH 7.5, 1 mM EDTA, 1 mM EGTA, 1% Triton-X 100, 1X HALT protease and phosphatase inhibitor cocktail. Samples were homogenized briefly on ice, then centrifuged at 15,000 × *g* for 20 min at 4 °C. Lysates were run in triplicate in a multiplex ELISA for a panel of cytokines (Meso Scale Discovery, Rockville, MD) and values were normalized to total protein.

### Statistical analysis

Microarray data were normalized by Robust Multi-array Average (RMA), and data were deposited in GEO (GSE53987). Only genes expressed in all three regions were included in the statistical analysis (*N* = 22,461). All data (microarray, RT-PCR and cytokine) were analyzed for differential expression using a mixed model ANCOVA using log10 transformed RMA, RQ, or interpolated cytokine protein values as response variable, brain region, and disease group as fixed factors, tetrad as a random factor, and age, sex, tobacco use at time of death, manner of death (accidental, natural, or suicide), PMI, and pH as covariates. Significant ANCOVA results were followed by post-hoc comparisons between disease and control least-squares means, and Tukey–Kramer multiple comparison test. These statistical tests were performed two-tailed at 5% level of significance in R statistical software version 3.1.0 (Supplementary Table 3).

For conventional pathway analysis of microarray data, genes with >1.2-fold change and FDR-adjusted *p* < 0.05 were uploaded to Ingenuity Pathway Analysis (IPA). Significantly enriched pathways identified in IPA (*p* < 0.05) were compared between groups using Fisher’s test using *p* < 0.05 as a cutoff for enrichment of overlap (GraphPad Prism 7). Pathways categorized in IPA as “disease-associated” were excluded from analysis, as these are redundant with core signaling pathways. For separate analysis of up- and downregulated transcripts, statistically significant enrichment scores (−log(*p*-value)) for IPA pathways were compared across all conditions. Pathways whose enrichment scores corresponded to *p* < 0.05 were re-analyzed after separation into up- and downregulated genes. Enrichment scores for downregulated genes were subtracted from the enrichment scores for upregulated genes to result in net positive enrichment if upregulated genes drove enrichment, net negative genes if downregulated genes drove enrichment, and scores centered around zero had a balance of up and downregulated genes. For the top 50 pathways enriched in SCZ, heat maps were generated from the net enrichment scores in Spotfire (TIBCO, Boston, MA).

Weighted gene co-expression network analysis (WGCNA^18^) was also performed on the normalized microarray data. Signed consensus networks were constructed using the blockwise Consensus Modules function. Soft-thresholding power was set to 12, to achieve approximate scale-free topology (model fit R^2^ > 0.8) in all brain regions individually. Genes were pre-clustered by consensus Projective K Means and assigned to four blocks. Networks were constructed for each block using Pearson correlation, and topological overlap was calculated. Individual brain region topological overlap matrices (TOMs) were single quantile scaled, and for each pair of genes, the minimum topological overlap across the brain regions was retained to generate the consensus TOM. Genes were subsequently clustered using average linkage hierarchical clustering of the dissimilarity matrix (1-TOM). Modules were identified by dynamic hybrid tree cut of the dendrogram with a minimum module size of 50 and a deepsplit of 4. The first principal component of the identified modules defined the module eigengene (ME), and genes with correlation with ME < 0.3 were removed from the module. Modules with fewer than 17 genes with correlation to ME > 0.5 were disbanded. Following module processing across all blocks, genes showing correlation *p*-values to another ME lower (i.e., more significant) than that of the module to which they were assigned by a factor of 1E-4 were re-assigned to the closer module. Finally, MEs were clustered by one minus their correlation, the resulting dendrogram was cut at 0.15. All modules on resulting branches were merged, and the process was repeated until no modules merged after dendrogram cutting. Final ME-trait associations were determined by Pearson correlation. Fisher’s asymptotic *p*-value was calculated for all correlations and corrected for multiple corrections by FDR. Enrichment of differentially expressed genes within modules was assessed by Fisher’s exact test in GraphPad Prism 7.

### Rodent pharmacology

2-month-old male Sprague-Dawley rats (Charles River) were treated with 0.25 mg/kg/d haloperidol, 5 mg/kg/d risperidone or vehicle (1% acetic acid in water, pH 5) for 21 days via subcutaneous Alzet minipumps (*n* = 5 per group). Striatum, hippocampus, and frontal cortex were immediately frozen on dry ice. Plasma was processed for analysis of drug levels by LC/MS. Total RNA was extracted as described above. RNA was hybridized to rat genome 230_2 Affymetrix microarray chips (GEO GSE66277). Data were processed as described above, and comparison pathway analysis was performed in IPA alongside the human SCZ versus control contrasts.

## Results

### Cross-disorder pathway comparisons

Microarray analyses of DLPFC, hippocampus, and associative striatum from 19 matched tetrads of subjects with SCZ, BD, MDD, and unaffected comparison controls showed the greatest number of differentially expressed genes in control comparisons to SCZ (3158 total genes across regions), followed by BD (244), and then MDD (90). Within SCZ, the greatest number and most robust differentially expressed genes were observed in hippocampus (2001; ~9% of detected transcripts), followed by striatum (673; 3% of detected transcripts), with the fewest changes in DLPFC (484; 2% of detected transcripts). Numbers of up- and downregulated genes across region and subject group are shown in Supplementary Table 4; the full gene list is presented in Supplementary Table 5. Dysregulated canonical pathways were compared among SCZ, BD, and MDD for each region. Multiple pathways overlapped between pairs of disease states, but only in DLPFC and hippocampus was this overlap statistically significant. The full list of enriched pathways for each region can be found in Supplementary Table 6.

There were eight pathways that showed overlap in the DLPFC between SCZ and BD (Fig. 1a), which represented a significant enrichment. These pathways included: planar cell polarity (PCP) pathway, HIPPO signaling, adipogenesis pathway, retinoic acid mediated apoptosis signaling, Th2 pathway, synaptic long-term depression, death receptor signaling, and human embryonic stem cell pluripotency. There were four pathways that showed overlap in the hippocampus among all three disease states (SCZ, BD, and MDD) (Fig. 1b). These included: cholecystokinin/gastrin-mediated signaling, gonadotropin-releasing hormone (GNRH) signaling, clathrin-mediated endocytosis signaling, and myc-mediated apoptosis signaling. Furthermore, 17 additional pathways overlapped between SCZ and BD in hippocampus, including NRF2-mediated oxidative stress response, 14-3-3 signaling, ERK/MAPK signaling, synaptic long-term potentiation, and GABA receptor signaling. Also overlapping in hippocampus between BD and MDD were six pathways: growth hormone signaling, lipopolysaccharide (LPS)-stimulated MAPK signaling, neurotrophin/tyrosine receptor kinase (TRK) signaling, IL-17 signaling, integrin-linked kinase (ILK) signaling, and Fc epsilon receptor signaling. No significant overlap was seen in any pathways across the three disorders in striatum (Fig. 1c).

**Fig. 1:**
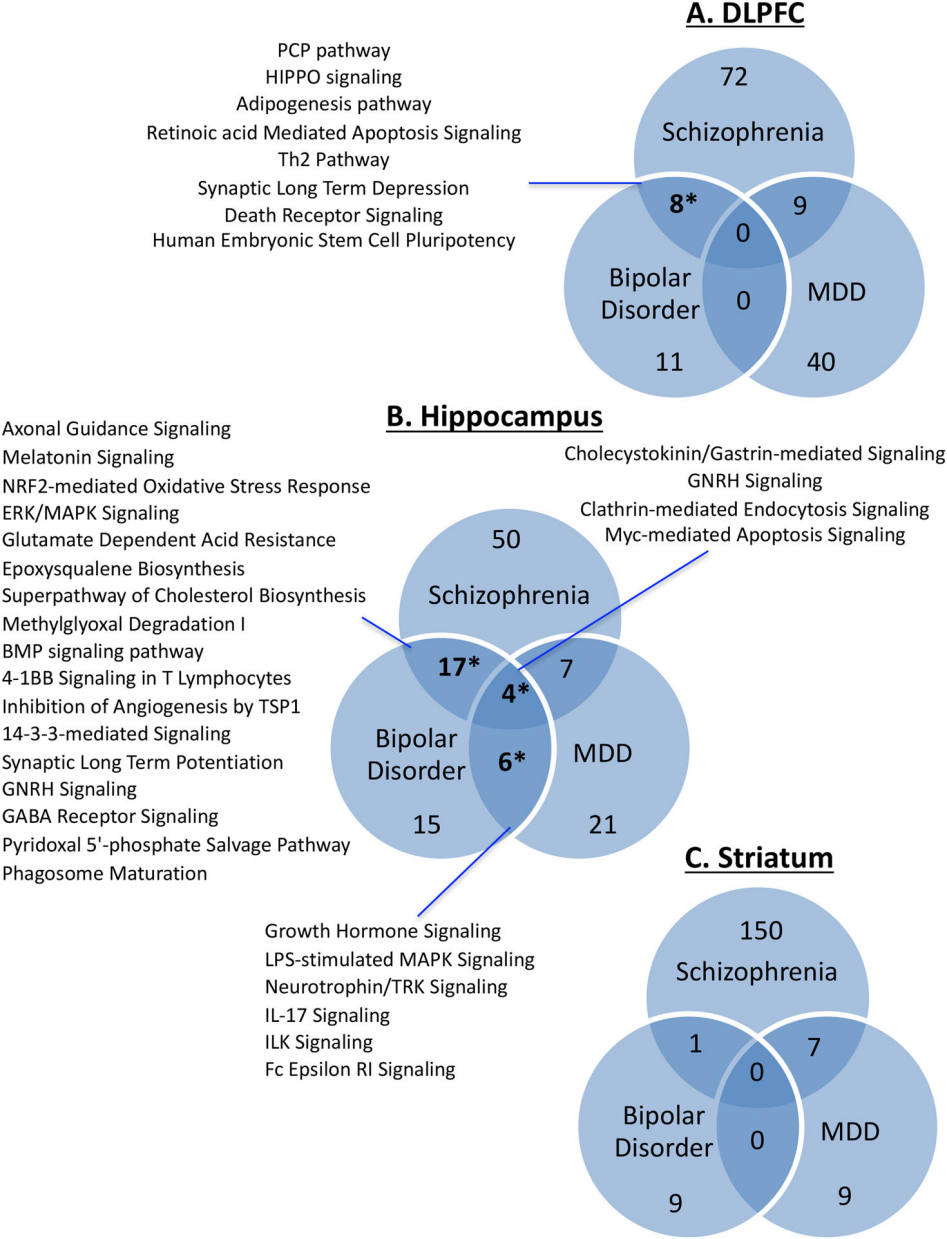
Venn diagrams for DLPFC (a), hippocampus (b) and striatum (c) representing the number of overlapping enriched pathways within each disorder. When the overlap between two disorders was statistically significant (*p* < 0.05 by Fisher’s test), the top pathways (ranked by net enrichment score) are listed alongside the diagram

All the SCZ subjects were exposed to chronic treatment with antipsychotic drugs. To evaluate the possibility that some of the pathways showing enrichment in postmortem transcriptional data reflect effects of chronic exposure to medication rather than disease biology, we conducted preclinical profiling studies. To identify potential pathways associated with exposure to common antipsychotic drugs in the brain, adult rats were dosed for 21 days with minipumps containing haloperidol or risperidone. 

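Haloperidol blocks dopamine receptors, and risperidone blocks dopamine and serotonin receptors. Frontal cortex, hippocampus and striatum came from 15 male Sprague-Dawley rats, 5 per treatment. The rats received 0.25 mg/kg/d haloperidol, 5 mg/kg/d risperidone or vehicle for 21 days. Each rat gave all 3 regions, so that 45 Affymetrix rat arrays with 31099 probe sets were available. The authors deposited linear intensities after Robust Multi-array Average (RMA) normalization, made with R 2.7.2. The median intensity of an array ran from 89.9 to 93.1 in frontal cortex, from 107 to 110.4 in hippocampus and from 87.9 to 92.1 in striatum. The number of arrays limits the precision of each value. Intensities were put on the log2 scale, and the 18609 probe sets whose mean over all arrays was at or above the 40th percentile were tested. Of these probe sets, 14116 carry 1 gene, 306 carry several and 4187 carry none, and together they cover 10248 genes. A mean for each region and treatment was fitted with limma, with the rat as a random block. Benjamini-Hochberg adjustment was made within each comparison of a drug with vehicle. A probe set was called at an adjusted p under 0.05 and at least a 1.2-fold change, which are the thresholds of the paper. The animal numbers in the sample labels run in blocks, from 32 to 36 for vehicle, from 41 to 50 for haloperidol and from 52 to 60 for risperidone. The order in which tissue was collected is not given in the sources used here.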

Plasma levels of drug were measured at the end of the treatment and resulted in free plasma drug levels of 4.68 ± 0.16 nM for haloperidol and 137 ± 10.9 nM for risperidone. These concentrations represent exposures that would be expected to produce therapeutically relevant target occupancy of the D2 receptor^19^. While some pathways overlapped between the rodent antipsychotic drug treatment and SCZ postmortem brain, this overlap was not statistically significant (Supplementary Fig. 1). Many of the overlapping pathways were related to signal transduction relevant to the dopaminergic receptor, including protein kinase A signaling and CREB signaling, consistent with known mechanisms of action for these treatments. It is difficult to know whether these pathways, which were identified in both psychiatric samples and rodents subjected to chronic drug treatment, are associated with drug exposure alone or represent the profile of a therapeutic response to drug since we cannot evaluate profiles from matched unmedicated patients. 

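In striatum after risperidone, genes of the protein kinase A pathway changed in both directions. Akap9, which anchors protein kinase A, fell by 0.57 on the log2 scale (standard error 0.09, adjusted p = 2.19e-04 from limma, n = 5 rats per group). Ppp1r1a, a protein phosphatase inhibitor that protein kinase A activates, fell by 0.44 (standard error 0.09, adjusted p = 0.00157), and its change was lower in striatum than in hippocampus (difference -0.65, adjusted p = 0.00266) and frontal cortex (-0.43, adjusted p = 0.0219; lost without 4 of the 10 rats, adjusted p up to 0.0833, without risperidone replicate 3). Gnas, the alpha subunit of the stimulatory G protein, rose by 0.32 (standard error 0.09, adjusted p = 0.0238), a call lost without 6 of the 10 rats (log2 0.24 to 0.42, adjusted p up to 0.143, without risperidone replicate 3). Of 44 measured genes of PKA, cAMP and CREB signaling, Gnas rose and Akap9, Crebbp and Ppp1r1a fell in striatum after risperidone (1 rose and 8 fell adjusted over the list alone). Akap9 fell in striatum after haloperidol (2 rose and 2 fell adjusted over the list alone). That call of Akap9, and the call of Crebbp after risperidone, were each lost without 5 of the 10 rats (log2 -0.51 to -0.38 and -0.46 to -0.28, adjusted p up to 0.110, without vehicle replicate 2, and 0.168, without risperidone replicate 3, where another probe set of Crebbp was called). Rapgef4, an exchange factor that cAMP activates, fell by 0.63 in frontal cortex after risperidone (standard error 0.13, adjusted p = 0.00357; 1 fell adjusted over the list alone) and by more than after haloperidol (difference -0.49, adjusted p = 0.0423), a difference lost without 6 of the 10 drug-treated rats (adjusted p up to 0.174, without haloperidol replicate 3) and with the region fitted on its own arrays (adjusted p = 0.142). The list as a whole passed in no comparison by camera: adjusted p = 0.134 to 0.982 over the 6 comparisons. In hippocampus the median of the list and the test differed in sign for each drug (after risperidone the median was 0.04, above that of all genes, and the test pointed lower). Of 14 measured dopamine, serotonin and adrenergic receptors, Htr4, a serotonin receptor, fell by 0.64 in hippocampus after risperidone (standard error 0.13, adjusted p = 0.0168; 1 fell adjusted over the list alone). Its call was lost without 5 of the 10 rats (log2 -0.74 to -0.53, adjusted p up to 0.126, without risperidone replicate 2). Of 23 measured markers of striatal projection neurons, Foxp1, a transcription factor of these neurons, and Tac1, which encodes substance P, fell in striatum after risperidone (5 adjusted over the list alone; adjusted p = 0.00303 from camera, and adjusted p = 0.848 with an estimated correlation). The fall of Foxp1 was lost without 4 of the 10 rats (log2 -0.52 to -0.27, adjusted p up to 0.146, without risperidone replicate 3). Tac1 fell by 0.76 (standard error 0.22, adjusted p = 0.0388), a call lost without 6 of the 10 rats (log2 -0.87 to -0.56, adjusted p up to 0.205, without risperidone replicate 3). Pyramidal neuron markers lay higher in the same comparison (adjusted p = 7.80e-04, and adjusted p = 0.583 with an estimated correlation), and in risperidone replicate 3 they stood 1.08 above the striatum mean.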

Most pathways altered in patients did not show modulation by medication in rodents. 

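In striatum after risperidone, a few genes of cholesterol biosynthesis and a few chaperone genes changed. Insig1, which regulates the sterol response in the endoplasmic reticulum, rose by 0.34 on the log2 scale (standard error 0.07, adjusted p = 0.00304 from limma, n = 5 rats per group). Of 20 measured genes of cholesterol biosynthesis, Insig1, Msmo1 and Tm7sf2 rose and Stard4, a cholesterol transporter, fell (3 and 1 adjusted over the list alone; adjusted p = 4.43e-04 from camera, and adjusted p = 0.583 with an estimated correlation). The calls of Msmo1, Tm7sf2 and Stard4 were lost without 4, 6 and 7 of the 10 rats (adjusted p up to 0.0594, without vehicle replicate 4, and 0.166 and 0.260, both without risperidone replicate 3). Of 24 measured genes of the heat shock and unfolded protein response, Hsp90ab1, Hspa5, Hspb1 and Hsph1 fell (5 adjusted over the list alone; adjusted p = 5.86e-04, and adjusted p = 0.583 with an estimated correlation). Hspa5, a chaperone of the endoplasmic reticulum, fell by 0.34 (standard error 0.08, adjusted p = 0.0119), a call lost without 3 of the 10 rats (log2 -0.39 to -0.28, adjusted p up to 0.0780, without risperidone replicate 3). The calls of Hspb1, Hsph1 and Hsp90ab1 were lost without 6, 5 and 1 of the 10 rats (Hspb1 with adjusted p up to 0.176, without vehicle replicate 1, Hsph1 up to 0.195, without risperidone replicate 3, and Hsp90ab1 falling by less than 1.2-fold without vehicle replicate 4, log2 -0.25). In the striatum library of risperidone replicate 3, markers of glutamatergic pyramidal neurons lay 1.08 above the striatum mean, and without that rat 279 probe sets were called in striatum against 679 with it. Of 18 measured genes of GABA receptor signaling, Slc32a1, the vesicular GABA transporter, rose in frontal cortex (1 rose adjusted over the list alone), and Nsf, which acts in membrane fusion, fell in striatum (3 adjusted over the list alone). Slc32a1 is also a marker of the olfactory bulb: it stood at log2 8.55 in risperidone replicates 2 and 5, 8.02 in risperidone replicates 1, 3 and 4 and 7.82 in vehicle rats, and its call was lost without 4 of the 10 rats (adjusted p up to 0.123, without risperidone replicate 2). The fall of Nsf was lost without 3 of the 10 rats (log2 -0.33 to -0.22, adjusted p up to 0.152, without risperidone replicate 3). Of 22 measured genes of synaptic vesicle release, Syp rose and Cplx2, Nsf and Syt4 fell in striatum after risperidone (2 rose and 3 fell adjusted over the list alone; adjusted p = 0.252). Syt4, a synaptotagmin, fell by 0.42 there (standard error 0.09, adjusted p = 0.00552). Of 27 measured genes of IGF-1 and PI3K signaling, Irs2, an insulin receptor substrate, fell after risperidone in frontal cortex and striatum and after haloperidol in frontal cortex, and Pik3ca fell and Pik3ip1 rose after risperidone in frontal cortex. Adjusted over the list alone, 2 rose and 2 fell after risperidone in frontal cortex, 1 rose and 2 fell in striatum, and 1 fell after haloperidol in frontal cortex. The call of Irs2 after haloperidol was lost without 5 of the 10 rats (adjusted p up to 0.135, without haloperidol replicate 5), and in striatum after risperidone its log2 change was -0.24 without risperidone replicate 2, under 1.2-fold. Wnt7a in frontal cortex and Wnt4 in striatum were the genes of the planar cell polarity pathway (22 measured) that rose after risperidone (0 and 1 adjusted over the list alone), and Mgst1 in frontal cortex was the one of the oxidative stress response (19 measured; 2 rose and 1 fell adjusted over the list alone). Wnt7a, Wnt4 and Mgst1 were not called without 6, 5 and 3 of the 10 rats (adjusted p up to 0.160, 0.125 and 0.0984, without vehicle replicate 4, risperidone replicate 3 and risperidone replicate 2). The lists of GABA receptor signaling, IGF-1 and PI3K signaling, planar cell polarity and the oxidative stress response passed in none of the 6 comparisons by camera (lowest adjusted p 0.353, 0.214, 0.0710 and 0.162). None of the 6 measured genes for 14-3-3 proteins was called in any comparison by limma. Of 40 lists, camera called 10 and 9 after haloperidol and risperidone in frontal cortex, 8 and 11 in hippocampus and 11 and 11 in striatum. With an estimated correlation 2 were called after risperidone in frontal cortex (immediate early genes and ERK feedback regulators), 1 in striatum (ERK feedback regulators) and 0 elsewhere. Both of these lists were written after values of Supplementary Table 7 from the same arrays had been seen, so these results do not test them.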

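Genes of the 5 SCZ modules that the study found in human samples included some that responded in the rat. Homer1, of the Yellow module, fell in frontal cortex and striatum after either drug and in hippocampus after risperidone, and Dbp, of the same module, rose in hippocampus after risperidone. Of 2285 measured genes of these modules, 39 rose and 40 fell after risperidone in frontal cortex and 16 rose and 57 fell in striatum. Of all 10248 genes tested, 227 rose and 203 fell in frontal cortex and 128 rose and 328 fell in striatum. By these counts, module genes were called no more often than genes in general. After haloperidol, Dcaf6, Homer1, Slc4a7 and Tiparp fell in frontal cortex and 6 genes fell in striatum, among them Homer1 and Syt4. In frontal cortex these calls of Dcaf6, Slc4a7, Tiparp and Homer1 were lost without 7, 6, 8 and 2 of the 10 rats (adjusted p up to 0.191, 0.132, 0.170 and 0.0537), and that of Syt4 in striatum without 5 (adjusted p up to 0.0968, without vehicle replicate 3). Of 1297 measured genes of the Turquoise module, 20 rose and 12 fell after risperidone in frontal cortex (20 and 12 adjusted over the list alone) and 4 rose and 20 fell in striatum (2 and 14 adjusted over the list alone). Of 719 measured genes of the Yellow module, 10 rose and 22 fell in frontal cortex (11 and 22 adjusted over the list alone) and 6 rose and 25 fell in striatum (7 and 29 adjusted over the list alone). By camera the Turquoise module lay higher after risperidone in frontal cortex (median 0.06, adjusted p = 0.00528) and hippocampus (median 0.06, adjusted p = 6.39e-05) and lower after haloperidol in frontal cortex (median -0.04, adjusted p = 0.0473). The Yellow module lay lower after haloperidol in frontal cortex (median -0.05, adjusted p = 0.0493) and hippocampus (median -0.02, adjusted p = 0.0205). With an estimated correlation these calls were lost, with adjusted p = 0.842, 0.606, 0.868, 0.733 and 0.757. Ribosomal protein genes, listed as a sign of RNA quality, lay higher in the 2 comparisons where Turquoise did (adjusted p = 5.78e-11 and adjusted p = 0.00118). They also lay higher after haloperidol in frontal cortex, where Turquoise and Yellow lay lower. With an estimated correlation none of these ribosomal calls was kept. Paleturquoise (63 measured genes), Darkred (65) and Lightcyan (151) passed in no comparison.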

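Several genes that neurons switch on with activity were lower after risperidone in frontal cortex and striatum, and some of them after haloperidol. After risperidone, Egr2, an immediate early transcription factor, fell by 2.14 on the log2 scale in frontal cortex (standard error 0.28, adjusted p = 1.88e-05 from limma, n = 5 rats per group). Its fall in striatum was 2.30 (log2 -2.30, standard error 0.28, adjusted p = 2.45e-06). Homer1, which encodes a scaffold protein of the postsynaptic density, fell by 1.52 in frontal cortex (standard error 0.17, adjusted p = 7.33e-07). Homer1 also fell by 1.25 in hippocampus (adjusted p = 1.00e-04) and fell by 1.46 in striatum (adjusted p = 1.41e-06), and in each region all 5 risperidone rats lay below all 5 vehicle rats. Of the 5 probe sets of Homer1, 5 were called after risperidone in frontal cortex, 5 in striatum and 1 in hippocampus. After haloperidol 1 was called in frontal cortex and 1 in striatum. Another of these probe sets fell by 0.45 after risperidone in frontal cortex. In frontal cortex, Fos, another immediate early transcription factor, fell by 1.89 (standard error 0.28, adjusted p = 9.01e-05), and Ptgs2, the inducible cyclooxygenase, fell by 1.09 (standard error 0.17, adjusted p = 1.84e-04). After haloperidol in frontal cortex, Arc, which acts in the trafficking of AMPA receptors, fell by 1.30 (standard error 0.17, adjusted p = 3.32e-05). Nr4a1, an orphan nuclear receptor, fell by 1.14 in the same comparison (standard error 0.16, adjusted p = 9.21e-05). In striatum after haloperidol, Slc25a25, a mitochondrial carrier of adenine nucleotides, fell by 0.59 (standard error 0.08, adjusted p = 4.28e-05) and Homer1 fell by 0.88 (standard error 0.17, adjusted p = 0.00899). Of 30 measured immediate early and activity-regulated genes, a list written after gene-level values of Supplementary Table 7 had been seen, 15 fell and none rose after risperidone in frontal cortex (17 fell when adjusted over the list alone). The list lay below the other genes (adjusted p = 5.26e-23 from camera in limma, and adjusted p = 0.00442 with an estimated correlation). After haloperidol in frontal cortex, 6 of them fell (14 adjusted over the list alone), with adjusted p = 1.18e-16 for the list and adjusted p = 0.0672 with an estimated correlation. In striatum after risperidone, 10 fell and Gadd45b rose (13 and 3 adjusted over the list alone), with adjusted p = 2.28e-04 for the list and adjusted p = 0.176 with an estimated correlation. Egr2, Homer1 and Nr4a1 fell in striatum after haloperidol (13 fell and 5 rose adjusted over the list alone), and the list as a whole did not pass (adjusted p = 0.158); the call of Nr4a1 was lost without 8 of the 10 rats (log2 -0.79 to -0.57, adjusted p up to 0.155, without haloperidol replicate 5). In hippocampus, Homer1 and Nr4a3 fell after risperidone (12 fell and 1 rose adjusted over the list alone), with adjusted p = 1.07e-07 for the list and adjusted p = 0.199 with an estimated correlation. Leaving out 1 rat ended the call of Nr4a3 for 7 of the 10 rats (log2 -0.52 to -0.41, adjusted p up to 0.173, without vehicle replicate 2) and that of Gadd45b for vehicle replicates 1 and 2 (adjusted p up to 0.0624). With each region fitted on its own 15 arrays, the falls of Arc and Nr4a1 after haloperidol in frontal cortex had an adjusted p of 0.0660, and that of Slc25a25 in striatum an adjusted p of 0.119, while that of Homer1 in striatum had 0.00858.

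**Figure D1:**
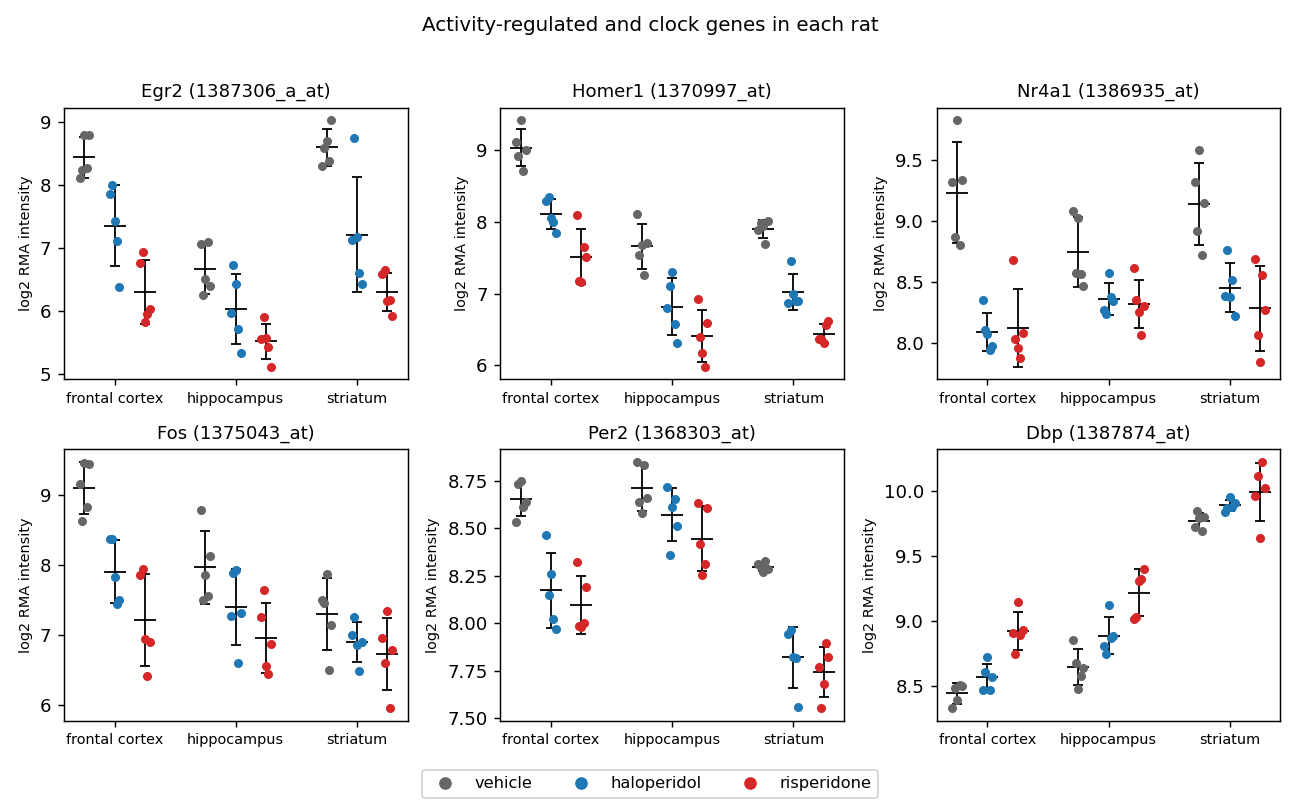
Log2 RMA intensity of 6 genes in each rat, by region (horizontal axis) and treatment (color); bars are the mean and standard deviation of 5 rats. In frontal cortex, all 5 risperidone rats lie below all 5 vehicle rats for Egr2, Homer1, Nr4a1, Fos and Per2.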

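Some feedback regulators of ERK signaling fell after risperidone and after haloperidol, and genes of the circadian clock changed in both directions. In striatum, Etv5, an ETS transcription factor downstream of ERK, fell by 0.72 (standard error 0.10, adjusted p = 3.25e-05 from limma, n = 5 rats per group), and Spry3, a Sprouty inhibitor of growth factor signaling, fell by 0.60 (standard error 0.09, adjusted p = 3.54e-05). Of 10 measured ERK feedback regulators, Dusp6, Etv5 and Spry3 fell in striatum (6 adjusted over the list alone; adjusted p = 5.40e-06 from camera, and adjusted p = 0.00329 with an estimated correlation). Dusp6, a phosphatase of ERK, and Etv5 fell in frontal cortex (2 adjusted over the list alone; adjusted p = 6.20e-06, and adjusted p = 0.00210 with an estimated correlation). In frontal cortex Dusp6 fell by all 3 of its probe sets, and without each rat in turn at least 1 of them was called. The probe set with the largest fall (log2 -0.85) was lost without 6 of the 10 rats (log2 -1.15 to -0.68, adjusted p up to 0.113, without vehicle replicate 1), and its level was particular to each rat in all 3 regions (mean correlation of residuals 0.916). Dusp6 also fell by 0.62 after haloperidol in frontal cortex (1 of its 3 probe sets, adjusted p = 0.0464), a call lost without 7 of the 10 rats (log2 -0.71 to -0.56, adjusted p up to 0.204, without haloperidol replicate 5). After haloperidol in striatum, Spry3 fell (3 adjusted over the list alone), with adjusted p = 0.00809 for the list and adjusted p = 0.337 with an estimated correlation; its call was lost without 8 of the 10 rats, log2 -0.40 to -0.34, adjusted p up to 0.148 (without haloperidol replicate 3). Per2, a repressor in the clock, fell by 0.56 in frontal cortex (adjusted p = 1.37e-04) and fell by 0.55 in striatum (adjusted p = 8.18e-05) after risperidone, and fell by 0.48 in striatum after haloperidol (adjusted p = 0.00538), each with a standard error of 0.09. Bmal1, an activator in the clock, fell by 0.37 after haloperidol (adjusted p = 0.00301) and fell by 0.41 after risperidone (adjusted p = 6.25e-05) in striatum, both with a standard error of 0.06. With striatum fitted on its own 15 arrays, the adjusted p after haloperidol was 0.240 for Bmal1 and 0.119 for Per2. Dbp, a clock output transcription factor, rose by 0.48 in frontal cortex (adjusted p = 0.00136) and by 0.57 in hippocampus (adjusted p = 9.39e-04) after risperidone, both with a standard error of 0.09. Of 21 measured clock genes, Dbp and Nr1d1 rose and Hlf, Per2 and Rora fell after risperidone in frontal cortex (2 rose and 3 fell adjusted over the list alone). Dbp, Nr1d1 and Nr1d2 rose in hippocampus (5 rose and 2 fell adjusted over the list alone), and Nr1d1 rose while Bmal1, Clock, Cry1, Per2 and Rora fell in striatum (1 rose and 5 fell adjusted over the list alone). Some of these calls were lost on leaving out 1 rat: in frontal cortex Hlf (2 of the 10 rats, adjusted p up to 0.0894) and Rora (3, up to 0.0699), both highest without risperidone replicate 2, and in striatum Clock (4, up to 0.0897, without risperidone replicate 3). Bmal1, Cry1 and Per2 fell in striatum after haloperidol (5 adjusted over the list alone; adjusted p = 0.0241 for the list, and adjusted p = 0.713 with an estimated correlation); the call of Cry1 was lost without haloperidol replicates 3 and 5 in turn (log2 -0.50 to -0.39, adjusted p up to 0.0554). Per2 fell in frontal cortex after haloperidol (2 adjusted over the list alone; adjusted p = 0.0251 for the list, and adjusted p = 0.237 with an estimated correlation), a call lost without haloperidol replicate 5 and without vehicle replicate 3, log2 -0.55 to -0.43, adjusted p up to 0.0522. Both lists were written after gene-level values of Supplementary Table 7, which come from the same arrays, had been seen. Within treatment groups, the mean of the immediate early and activity-regulated genes over the 3 regions of a rat was lower at higher animal numbers (15 rats, Pearson's r = -0.605, permutation p = 0.0286; Spearman's rho = -0.693, permutation p = 0.0125). Without the 2 rats farthest from the median animal number r was -0.601, and over the 3 relations computed the Benjamini-Hochberg adjusted p was 0.0485 for r and 0.0374 for rho.

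**Figure D2:**
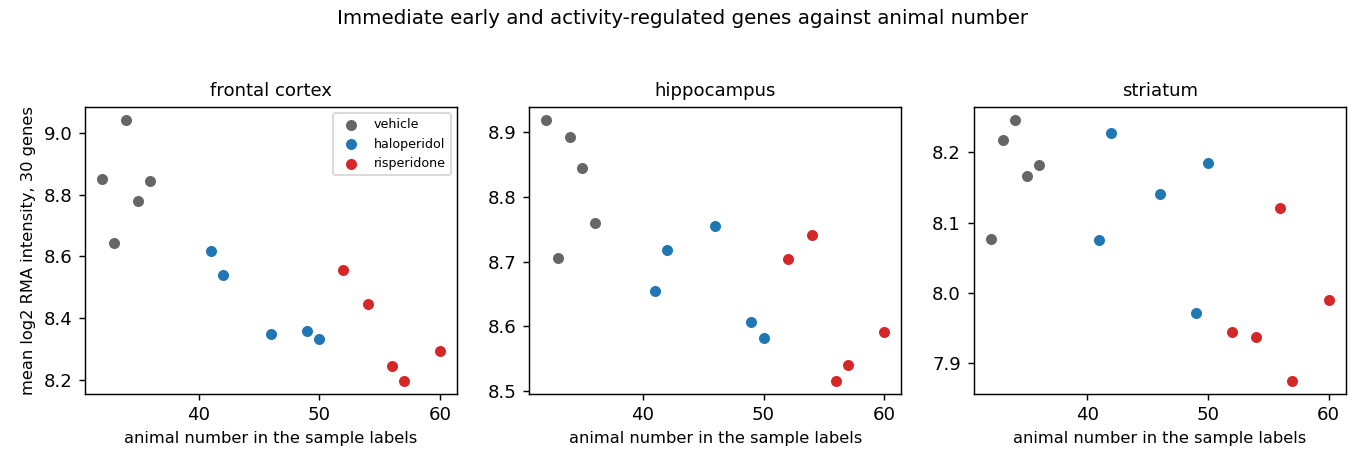
Mean log2 RMA intensity of 30 immediate early and activity-regulated genes in each rat against the animal number in the sample labels, by region and treatment (color). The vehicle rats, numbers 32 to 36, lie at the left and the risperidone rats, numbers 52 to 60, at the right, so treatment and number overlap nowhere.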

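In frontal cortex, several genes rose after risperidone, among them some markers of the olfactory bulb. Cdhr1, a cadherin of photoreceptors and mitral cells, rose by 2.40 on the log2 scale (standard error 0.58, adjusted p = 0.0130 from limma, n = 5 rats per group). Pbx3, a homeobox transcription factor, rose by 1.60 (standard error 0.38, adjusted p = 0.0111), and Calb2, the calcium-binding protein calretinin, rose by 1.10 (standard error 0.26, adjusted p = 0.0110). Without risperidone replicate 2 the log2 change of Cdhr1 was 1.78 (adjusted p = 0.0664), that of Pbx3 1.17 (adjusted p = 0.0584) and that of Calb2 0.81 (adjusted p = 0.0551). Cdhr1 stood at log2 6.35 in vehicle rats, 11.07 in risperidone replicates 2 and 5, 7.20 in risperidone replicates 1, 3 and 4, and 9.72 in haloperidol replicate 5. Of 13 measured olfactory bulb markers (20 listed after the data were seen, 6 of the 13 also in another list), 8 rose, and their mean lay 1.37, 1.03 and 0.54 above that of the 15 arrays in risperidone replicates 2 and 5 and haloperidol replicate 5. Kcnj16, a potassium channel of glia and neurons, rose by 1.40 (standard error 0.25, adjusted p = 0.00102) and by 0.93 with these 3 libraries and 4 marker-high libraries of the other regions left out (adjusted p = 0.0133). With the mean of the markers as a covariate Kcnj16 changed by 0.79 (adjusted p = 0.0817). After haloperidol in frontal cortex, Cpm, a carboxypeptidase of the cell membrane, rose by 0.41 (standard error 0.07, adjusted p = 0.00562), a call lost without haloperidol replicate 5 (log2 0.37, adjusted p = 0.0519). In striatum, Rasl10a, a small GTPase, rose by 0.89 after risperidone (standard error 0.18, adjusted p = 0.00212), and Vipr1, a receptor of vasoactive intestinal peptide, rose by 0.68 (standard error 0.13, adjusted p = 0.00147). After risperidone, 281 probe sets rose and 351 fell in frontal cortex, 165 rose and 514 fell in striatum, and 10 rose and 11 fell in hippocampus. The balance in frontal cortex turned with the way of counting: 227 genes rose and 203 fell, and 604 probe sets rose and 473 fell without the fold threshold. With each array centred on its median it moved the other way, to 173 that rose and 441 that fell. After haloperidol, 10 rose and 23 fell in frontal cortex and 8 rose and 55 fell in striatum. In hippocampus 0 were called by limma, and 699 had an unadjusted p under 0.05, fewer than the 930.45 that chance gives. Leaving out 1 rat moved these counts: after haloperidol to 0 and 2 in frontal cortex (without haloperidol replicate 5) and to 1 and 11 in striatum (without haloperidol replicate 3), and after risperidone to totals between 325 and 800 in frontal cortex (without vehicle replicate 4 and risperidone replicate 5), 279 and 1237 in striatum (without risperidone replicates 3 and 4) and 4 and 325 in hippocampus (without vehicle replicate 2 and risperidone replicate 1). With each region fitted on its own 15 arrays, 372, 90 and 18 probe sets were called after risperidone in frontal cortex, striatum and hippocampus, and 1, 1 and 0 after haloperidol. Without the same 7 libraries, 431 were called after risperidone and 4 after haloperidol, and 98 and 36 with the marker mean of each region as a covariate.

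**Figure D3:**
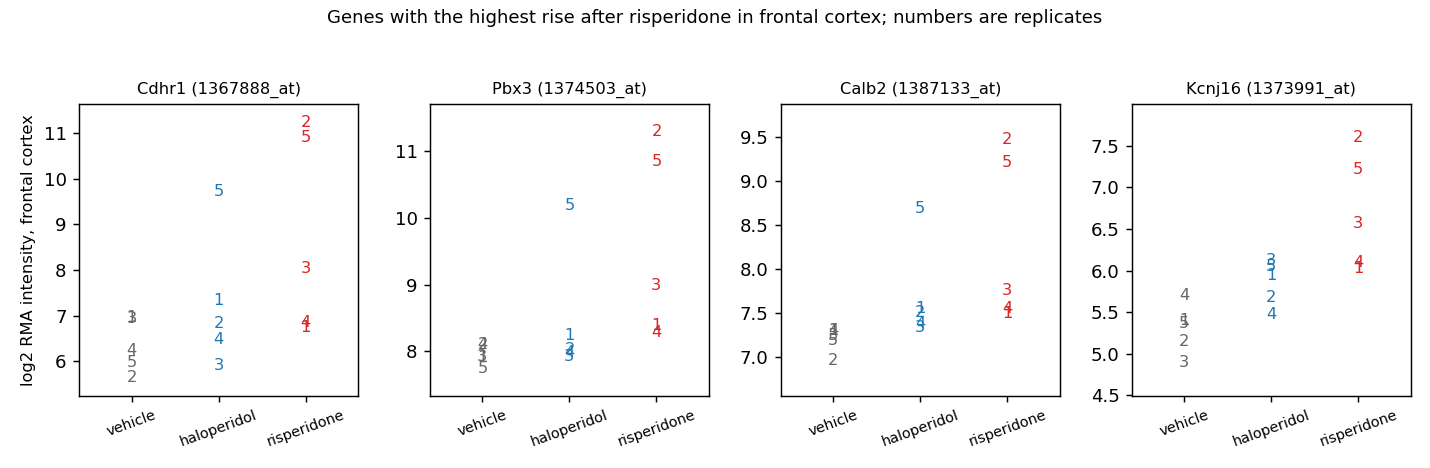
Log2 RMA intensity of 4 genes in frontal cortex of each rat, by treatment; each number printed is the replicate number of that rat. Cdhr1, Pbx3 and Calb2 are highest in risperidone replicates 2 and 5.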

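Sncg, which encodes gamma-synuclein, had the largest fall in hippocampus after risperidone. It fell by 2.66 on the log2 scale there (standard error 0.49, adjusted p = 0.00848 from limma, n = 5 rats per group), fell by 1.86 in frontal cortex (standard error 0.49, adjusted p = 0.0206) and fell by 1.69 in striatum (standard error 0.49, adjusted p = 0.0347). The call was lost without 4 of the 10 rats in hippocampus (adjusted p up to 0.0776, without risperidone replicate 2, where log2 was -2.52). In frontal cortex it was lost without risperidone replicate 2 and without vehicle replicate 5 (log2 -2.18 to -1.60, adjusted p up to 0.0813), and in striatum without 7 of the 10 rats (log2 -2.05 to -1.55, adjusted p up to 0.124, without risperidone replicate 3). The rats formed separate clusters of Sncg level that did not follow treatment throughout. Averaged over the 3 regions, risperidone replicates 1 to 4 and haloperidol replicates 2 and 3 lay between log2 6.08 and 6.34, and risperidone replicate 5, the other haloperidol rats and the vehicle rats between 8.03 and 9.22. In hippocampus, Nr1d1, a repressor in the circadian clock, rose by 0.38 after risperidone (standard error 0.07, adjusted p = 0.00848), a call lost without vehicle replicates 2 and 3 in turn (log2 0.32 to 0.43, adjusted p up to 0.0700). Meningeal and fibroblast markers lay 0.53 and 0.80 above the hippocampus mean in risperidone replicates 2 and 3 and 0.63 above it in haloperidol replicate 1. Without these 3 libraries and 4 marker-high libraries of the other regions, 2 probe sets were called after risperidone in hippocampus, and without risperidone replicate 1 alone 325 were.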

Gene-level results for haloperidol and risperidone treatment are shown in Supplementary Table 7.

### Directionality of gene expression changes across regions and disorders

Both the number of gene pathways and the magnitude of gene dysregulation were enriched in SCZ compared to BD or MDD. To better understand the impact of regional gene dysregulation in SCZ, additional analysis was performed to look at the direction of these effects. The IPA analysis was run separately for up- vs downregulated transcripts in each group. The top 50 enriched pathways in SCZ are shown as a heat map in Fig. 2. This analysis demonstrates that the majority of the signaling pathways enriched in SCZ were downregulated, with oxidative phosphorylation being the most dominant, particularly in hippocampus. A variety of signaling pathways showed downregulation in multiple regions in SCZ, such as synaptic long-term potentiation, 14-3-3 signaling, CXCR4 signaling, and many others. Select pathways such as GABA receptor signaling showed similar enrichment in hippocampus for both SCZ and BD, while many other downregulated pathways appeared to be specific to SCZ. Downregulation of several GABAergic transcripts was confirmed by qRT-PCR, including SST in both BD and SCZ, and GAD1, GAD2, PVALB reductions specific to SCZ (Supplementary Fig. 2). Of note, the reductions in GABAergic transcripts were restricted to hippocampus and DLPFC; no GABAergic transcripts examined were altered in striatum, which is of interest because it is comprised largely of GABAergic medium spiny neurons.

**Fig. 2:**
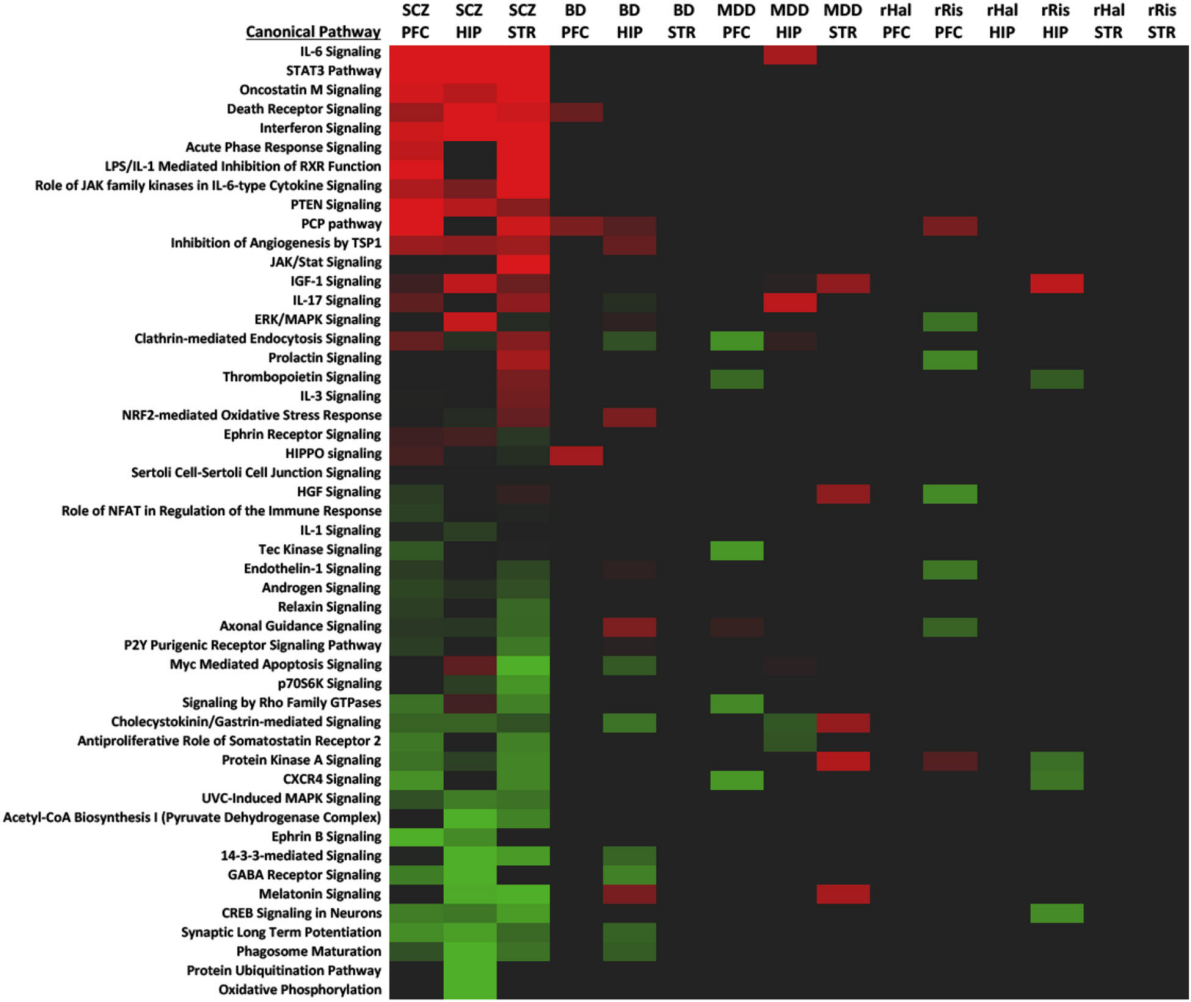
Top 50 pathways enriched in schizophrenia based on differentially expressed genes in DLPFC, hippocampus and striatum. Red = net positive score (enrichment by upregulated genes), green = net negative enrichment score (enrichment by downregulated genes), and black = no net change in expression. Schizophrenia (SCZ) scores are shown alongside scores for bipolar disorder (BD) and major depressive disorder (MDD) for DLPFC, hippocampus (HIP) and striatum (STR). The last six columns represent enrichment scores for frontal cortex (PFC), hippocampus (HIP), and striatum (STR) from rats treated for 21 days with haloperidol (rHal) or risperidone (rRis)

SCZ samples showed a robust enrichment in upregulated inflammatory pathways across all brain regions examined. While some of the inflammatory pathways share common genes, such as SHC1, STAT3, and AKT2, most of the pathway enrichment was driven by distinct sets of genes in different brain regions, rather than multiple pathways implicated by a set of common core genes. Interestingly, only a few pathways, such as IL-6 signaling and STAT3 pathways, showed any enrichment in the PFC and STR of BD samples, although it was not as robust as the enrichment in SCZ. There was no evidence of enrichment of inflammatory pathways in tissue from subjects with MDD. These inflammatory pathways were also not enriched by the rodent antipsychotic treatments, although selected signaling pathways, such as long-term potentiation, PKA, and cAMP, were downregulated in both datasets. This suggests that the increase in inflammatory gene expression is more likely the result of region-specific disease processes than of drug treatment.

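Few genes of the inflammatory lists changed, and those that did moved in both directions. In striatum after risperidone, Gfap, an intermediate filament of astrocytes, rose by 0.64 on the log2 scale (standard error 0.15, adjusted p = 0.00942 from limma, n = 5 rats per group), a call lost without risperidone replicate 3 (log2 0.54, adjusted p = 0.0694). Cebpb, a transcription factor of the acute phase response, fell by 0.65 there (standard error 0.13, adjusted p = 0.00127). Nfkbiz, a regulator of NF-kB, rose by 0.38 in frontal cortex after haloperidol (standard error 0.08, adjusted p = 0.0319), a call lost without 7 of the 10 rats (log2 0.34 to 0.42, adjusted p up to 0.196, without vehicle replicate 1). Of 72 measured genes of 5 inflammatory lists, Nfkbiz and Stat5a rose and Junb fell after haloperidol in frontal cortex, and Ifngr2 rose and Junb fell after risperidone. Stat5a was not called without 8 of the 10 rats (log2 0.25 to 0.35, adjusted p up to 0.278, without vehicle replicate 1), Ifngr2 without 8 (log2 0.23 to 0.31, adjusted p up to 0.127, without risperidone replicate 2) and Junb after haloperidol without haloperidol replicate 5 and vehicle replicate 3 in turn (log2 -0.61 to -0.42, adjusted p up to 0.0537). In striatum after risperidone, Gfap and Nfkbiz rose and Cebpb, Hspb1 and Junb fell, and without 1 rat the calls of Nfkbiz (7 of the 10 rats, adjusted p up to 0.142), Hspb1 (6, up to 0.176) and Junb (risperidone replicate 3, adjusted p = 0.101) were lost. In hippocampus after either drug and in striatum after haloperidol 0 were called by limma, with 6, 9 and 16 genes at an unadjusted p under 0.05. Adjusted over the list alone, Stat5a and Junb among 22 measured genes of IL-6, STAT3 and oncostatin M signaling (1 rose and 1 fell) passed after haloperidol in frontal cortex, and 0 rose and 2 fell after risperidone in striatum. Over the 15 reactive astrocyte and acute phase genes alone, 3 rose and 2 fell after risperidone in striatum. By camera, these astrocyte and acute phase genes lay higher after haloperidol in frontal cortex (median 0.09, adjusted p = 0.0153) and striatum (median 0.15, adjusted p = 0.0241) and after risperidone in striatum (median 0.27, adjusted p = 0.00585). Those calls were lost with an estimated correlation, at adjusted p = 0.243, 0.713 and 0.583. Interferon signaling lay higher after haloperidol in frontal cortex (19 genes, adjusted p = 0.0499, and adjusted p = 0.733 with an estimated correlation), and IL-6 signaling lower after haloperidol in hippocampus (adjusted p = 0.0205, and adjusted p = 0.392 with an estimated correlation). IL-1, TNF and NF-kB signaling (16 genes) passed in no comparison, and its median and test differed in sign in 4 of the 6.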

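Of 42 measured genes of synaptic long-term potentiation, Gria3, Grin2a, Ppp1cb and Prkcb fell and none rose in frontal cortex after risperidone (4 adjusted over the list alone). Gria3, an AMPA receptor subunit, fell by 0.41 on the log2 scale (standard error 0.08, adjusted p = 0.00225 from limma, n = 5 rats per group). Prkcb, a protein kinase C, fell by 0.30 (standard error 0.07, adjusted p = 0.0146), a call lost without risperidone replicate 2 (log2 -0.22, adjusted p = 0.0707), and Grin2a, an NMDA receptor subunit, fell by 0.43 (standard error 0.11, adjusted p = 0.0215), lost without risperidone replicate 2 (log2 -0.28, adjusted p = 0.109) and without vehicle replicate 4. The call of Ppp1cb was lost without 8 of the 10 rats (log2 -0.42 to -0.30, adjusted p up to 0.124, without vehicle replicate 5). Risperidone replicate 2 was the frontal cortex library highest in olfactory bulb markers. Of all 351 probe sets that fell in this comparison, 189 stayed called without the marker-high libraries. RNA from the olfactory bulb was therefore not separated from the drug for these falls. In striatum after risperidone, Camk4, Crebbp, Gria1, Gria3 and Ppp1r1a fell (6 adjusted over the list alone), Crebbp with a call lost without 5 of the 10 rats (adjusted p up to 0.168, without risperidone replicate 3, where another of its probe sets was called). Gria1, another AMPA receptor subunit, fell by 0.57 (standard error 0.10, adjusted p = 7.00e-04), and Camk4, a calcium-dependent kinase, fell by 0.62 (standard error 0.14, adjusted p = 0.00890), a call lost without risperidone replicate 3 (log2 -0.45, adjusted p = 0.0746). The list lay lower after risperidone in frontal cortex (median -0.02, adjusted p = 0.00528 from camera, and adjusted p = 0.0969 with an estimated correlation) and hippocampus (median -0.03, adjusted p = 0.0392, and adjusted p = 0.509 with an estimated correlation; 2 rose and 3 fell adjusted over the list alone). In striatum it did not pass by camera after risperidone (adjusted p = 0.0988), and by fry, which tests movement of the list itself, its adjusted p was 0.0495. After haloperidol it passed in none of the 3 regions (adjusted p = 0.159 in frontal cortex, 0.632 in hippocampus and 0.650 in striatum).

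**Figure D4:**
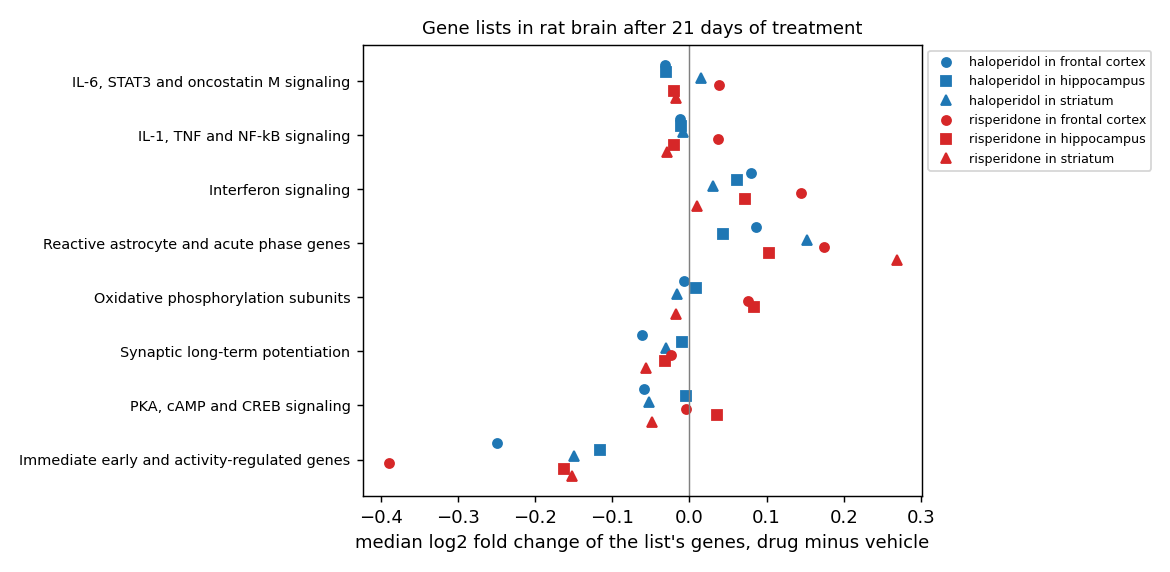
Median log2 fold change against vehicle over the measured genes of 8 lists, by drug (color) and region (symbol). The immediate early genes lie lowest, at -0.39 after risperidone in frontal cortex.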

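Of 7 inflammatory genes that the paper names from human tissue and that are shown here, Hspb1 passed in 1 of the 6 rat comparisons and the other 6 in none by limma. Shc1, an adaptor of growth factor receptors, had log2 changes from 0.07 to 0.21 over the 6 comparisons of a drug with vehicle (largest standard error 0.08, lowest adjusted p = 0.178 from limma, n = 5 rats per group). Stat3, the transcription factor downstream of IL-6, ranged from -0.05 to 0.10 (standard error 0.10, lowest adjusted p = 0.618), and Akt2, a kinase, from -0.13 to -0.04 (standard error 0.06, lowest adjusted p = 0.269). Of the qRT-PCR targets, Ifitm3, an interferon-induced membrane protein, ranged from -0.19 to 0.37 (standard error 0.14, lowest adjusted p = 0.436) and Cebpd, a transcription factor of the acute phase, from 0.02 to 0.31 (standard error 0.13, lowest adjusted p = 0.154). Bag3, a co-chaperone, ranged from -0.12 to 0.25 (standard error 0.10, lowest adjusted p = 0.102). Hspb1, a small heat shock protein, was below vehicle in every comparison and fell by 0.57 in striatum after risperidone (standard error 0.17, adjusted p = 0.0417), a call lost without 6 of the 10 rats (log2 -0.70 to -0.34, adjusted p up to 0.176, without vehicle replicate 1). The 95% interval reached 0.30 at most for Stat3, 0.36 for Shc1, 0.45 for Bag3, 0.57 for Cebpd and 0.66 for Ifitm3. S100a8, S100a9, Il6, Il2, Il12a, Il12b, Maff and Socs3 lay under the intensity filter, and Apold1 was not named on the array. Of the 29 tested genes that the paper names, chosen by it on human samples, Calb2, Cxcr4 and Hilpda rose and Cnot7 and Cxcl12 fell after risperidone in frontal cortex. The calls of Hilpda, which the paper lists for an inflammatory module, and of Cnot7 were lost without 6 and 7 of the 10 rats (log2 0.27 to 0.41 and -0.42 to -0.31, adjusted p up to 0.110, without risperidone replicate 2, and 0.126, without vehicle replicate 4), and that of Calb2 without risperidone replicate 2 (adjusted p = 0.0551). Cxcl12, a chemokine, fell by 0.72 (standard error 0.17, adjusted p = 0.0114), a call lost without risperidone replicate 2 (log2 -0.56, adjusted p = 0.0605), and its receptor gene Cxcr4 rose by 0.69 (standard error 0.14, adjusted p = 0.00440). Without 7 libraries high in the markers of neighboring tissue chosen for each region, Cxcr4 changed by 0.35 with an adjusted p of 0.113. From the absence of enrichment of inflammatory pathways in the treated rats, the paper proposes that the rise of inflammatory genes in SCZ more likely comes from disease processes of each region than from the drugs.

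**Figure D5:**
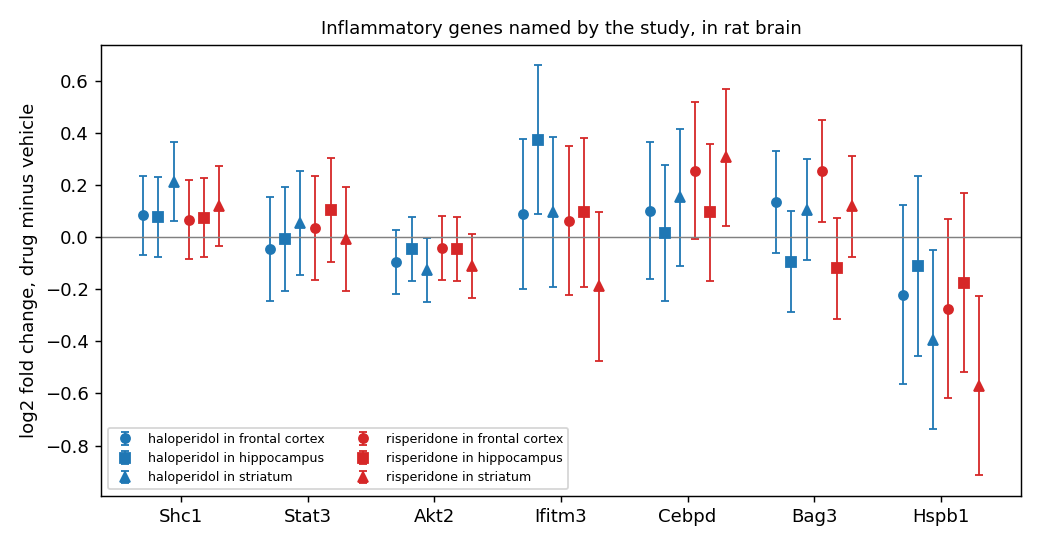
Log2 fold change against vehicle of 7 inflammatory genes that the paper names, by drug (color) and region (symbol), with 95% confidence intervals, n = 5 rats per group. Hspb1 lies lowest, at -0.57 in striatum after risperidone.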

### WGCNA analysis

Weighted gene co-expression network analysis (WGCNA^18^) was used to further analyze the data from all human samples. This analysis defined 39 consensus modules present in all brain regions ranging in size from 60 to 1693 genes (Supplementary Table 8). Seventeen of these modules showed a significant eigenvector correlation with SCZ (Supplementary Table 9). Five of these SCZ modules were also significantly enriched for genes that were differentially expressed in SCZ relative to unaffected comparison subjects (Table 1). The largest of these networks (turquoise) showed significant negative correlation with SCZ in all three brain regions and was dominated by markers of GABAergic interneurons (e.g., NPY) and genes involved in mitochondrial function (e.g., ATP5O and ATP6V1A). A second module, yellow, was also negatively correlated with SCZ, and included additional GABAergic transcripts such as SST, as well as several genes involved in vesicle trafficking and GPCR signaling. The third module negatively correlated with SCZ, lightcyan, was enriched for DNA or RNA binding genes. Among the modules positively correlated with SCZ, the darkred module was enriched for signaling pathways that included actin cytoskeleton signaling and processes related to cell cycle, while the paleturquoise module was heavily enriched with genes involved in inflammation. We sought to corroborate these findings with direct measures of mRNA and protein in replicate hippocampal samples.

**Table 1:** WGCNA modules enriched in schizophrenia

Module	Genes in module	Differentially expressed genes			SCZ	Themes	Representative genes
		SCZ	BD	MDD	Correlation		
Turquoise	1693	726***	47**	4	−	Mitochondrial function, GABA	ATP5O, ATP6V1A, NPY
Paleturquoise	122	50***	5	1	**+**	Inflammation	HILPDA, MAFF, SOCS3
Yellow	968	268***	22	1	−	Vesicle trafficking, GPCR signaling, GABA	RAB3C, SNAP25, SST
Darkred	175	43*	0	1	**+**	Actin cytoskeleton signaling, cell cycle	ARHGEF1, CDK13, FYN
Lightcyan	231	54*	0	0	−	DNA/RNA binding	CAND1, CNOT7, TMX4

For each module, total number of genes in the module is given, followed by the number of differentially expressed genes in schizophrenia within that module. All five modules showed significant Pearson correlation with schizophrenia; positive versus negative correlations are noted with + or – symbols, respectively. Top pathways or GO terms enriched by the genes in each module are summarized in “Themes.” Representative genes (significant differential expression in schizophrenia and high connectivity scores) are listed in the last column

Asterisks denote statistically significant enrichment of differentially expressed genes, *p < 0.05, **p < 0.01, ***p < 0.001

### qRT-PCR and protein follow-up of inflammatory targets in the hippocampus

Upregulation of genes in SCZ related to inflammation was a major feature using both WGCNA and Ingenuity pathway analysis. Transcripts representing 12 cytokines and effector molecules involved in inflammatory responses were selected for qRT-PCR validation in hippocampus (Fig. 3). In SCZ versus control subjects, S100A9 (14.2-fold, *p* = 0.001), S100A8 (3.6-fold, *p* = 0.003), IL6 (6.9-fold, *p* = 0.042), APOLD1 (2.3-fold, *p* = 0.004), IFITM3 (1.9-fold, *p* < 0.001), and BAG3 (2.1-fold, *p* = 0.002) transcripts were significantly higher in hippocampus following multiple testing adjustment. Expression levels of S100A9 (2.7-fold, *p* = 0.037), S100A8 (3.6-fold, *p* = 0.002), IL6 (6.9-fold, *p* = 0.009), IL2 (2.4-fold, *p* = 0.002), and IL12A (1.4-fold, *p* = 0.003) were significantly higher in BD subjects compared to control subjects. By contrast, there were no significant differences in any of the inflammatory genes tested in MDD subjects.

**Fig. 3:**
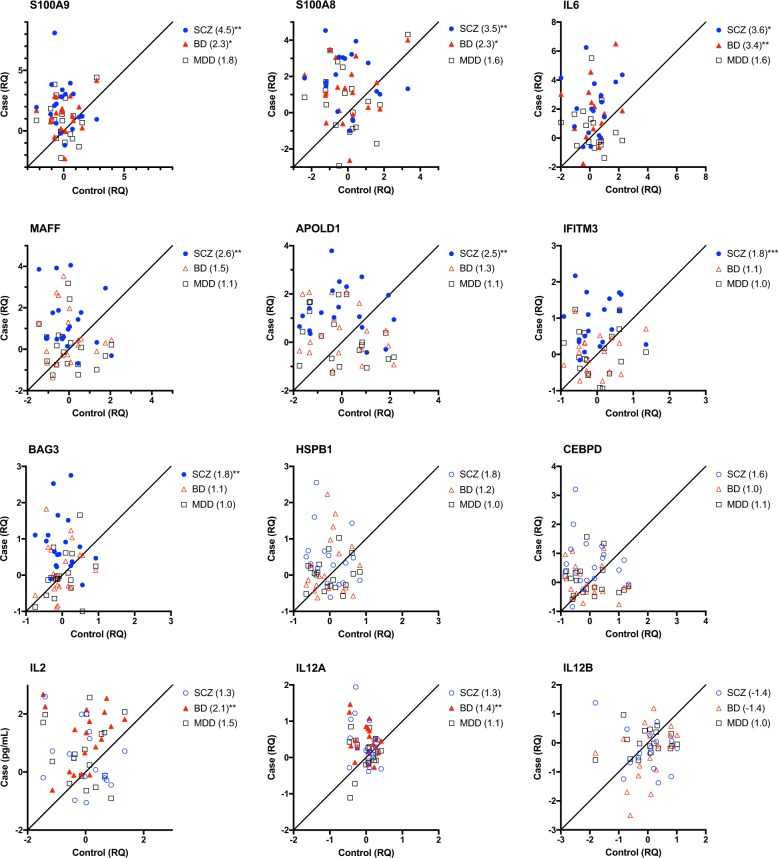
Inflammatory transcripts in hippocampus from subjects with SCZ (blue circles) BD (red triangles), or MDD (black squares) are plotted in a case-control fashion for matched pairs. Values are normalized to the geometric mean of each control group and plotted in log2 scale. Filled symbols indicated FDR-adjusted *p* < 0.05. Fold change relative to control is shown in parentheses in the legend. *p < 0.05, **p < 0.01, ***p < 0.001

To confirm inflammatory changes at the protein level, a panel of cytokines was measured in hippocampus from all subjects by multiplex ELISA (Fig. 4). As with mRNA, brain pH was a significant covariate for IL10 and IL1B (Supplementary Table 3). PMI was a significant covariate for IL1B. Gender was determined to be a significant covariate for IL8, TNF, and IL12p70. Protein levels of IL-2 (2.52 fold, *p* = 0.021) and IL-12p70 (1.71-fold, *p* = 0.016) were significantly higher in subjects with SCZ relative to control subjects (Fig. 4). There were no significant differences in protein level for any of the cytokines tested in the hippocampus of BD or MDD patients when compared to control.

**Fig. 4:**
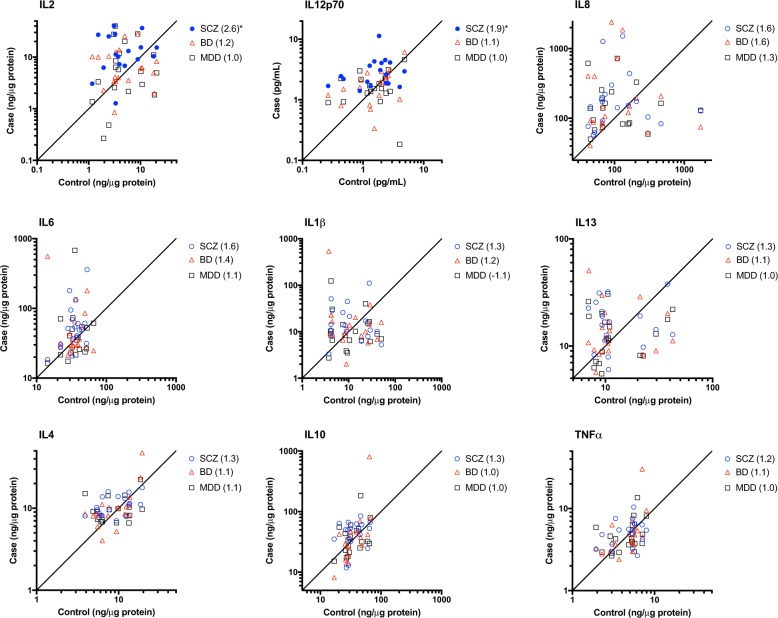
Measurement of cytokine protein levels in hippocampus from subjects with bipolar disorder (red), MDD (green), schizophrenia (blue), or unaffected comparison subjects (gray). SCZ (blue) BD (black), or MDD (grey) are plotted in a case-control fashion for matched pairs. Values are based on standard curves and given in log 2 scale (ng cytokine per μg total protein). Filled symbols indicated FDR-adjusted *p* < 0.05. Fold change relative to control is shown in parentheses in the legend

## Discussion

Dysfunction within and among the circuitry containing DLPFC, hippocampus, and associative striatum has been described for multiple psychiatric disorders^10–12^. The present study demonstrates profound dysregulation of gene expression across all three regions in subjects diagnosed with SCZ compared with control subjects, and is distinguished from BD and MDD by the magnitude of differential expression and the affected gene pathways. The greatest regional burden of transcriptional dysregulation was different for each disorder. MDD samples exhibited more differentially expressed transcripts in striatum and hippocampus than in DLPFC, whereas very few genes were altered in BD striatum. The most profound changes were detected in SCZ across all regions studied as compared with BD and MDD. Between regions, hippocampus showed the greatest number of differentially expressed genes in SCZ, while the DLPFC, which has been the focus of most previous transcriptional profiling studies, showed the fewest changes. A milder transcriptional profile phenotype in the DLPFC of subjects with SCZ is consistent with two other studies of independent patient cohorts that examined DLPFC alongside either hippocampus or temporal cortex and found evidence of greater transcriptional dysregulation in each of these areas compared with DLPFC from the same subjects^20,21^.

Previous microarray-based interrogations of prefrontal cortex in SCZ subjects have highlighted altered expression of a number of pathways relevant to synaptic function^22–24^, as well as some ubiquitous signaling pathways such as 14-3-3 signaling^25^. The present study detected significant enrichment in 14-3-3 signaling and several synaptic pathways such as LTP and GABA receptor signaling, as well as downstream effectors of synaptic function such as PKA, CREB, and MAPK signaling. Many of these pathways were also observed in BD, and in general, transcripts significantly altered in these pathways were downregulated in SCZ or BD relative to control subjects. While some of these signaling pathways may be the result of ongoing disease or pharmacologic processes, it is possible that persistent changes in certain pathways were always present and could be related to disease etiology. For example, CXCR4 signaling, which was one of the downregulated pathways in SCZ (Fig. 2), plays a critical role in interneuron migration during development^26^. As a downstream target of TBX1^27^, reduced CXCR4 has been implicated in disrupted interneuron migration in a mouse model of 22q11 syndrome^28^, which has a high burden of SCZ and other psychiatric disorders^29^. Knocking out CXCR4 specifically in parvalbumin neurons was shown to produce a stereotypy phenotype in mice^30^. While CXCR4 itself was unchanged in the present dataset, the pathway was implicated by reduced expression downstream signaling genes and its ligand CXCL12, which has also been shown to exhibit reduced expression in olfactory neurons from SCZ relative to control subjects^31^. A large qPCR analysis of postmortem prefrontal cortex measured a small elevation in CXCR4 mRNA in SCZ relative to control subjects, which was hypothesized to represent a compensatory mechanism intended to correct developmental deficits in interneuron migration^32^.

The current data are consistent with previous literature describing changes in transcriptional profiles of GABA interneurons in SCZ. GAD67 mRNA and protein reductions in DLPFC have been reproducibly reported across studies comparing SCZ subjects to unaffected controls^33–37^. Lower abundance of transcripts specific to different GABAergic interneuron populations, namely parvalbumin (PVALB), somatostatin (SST), and neuropeptide Y (NPY), have also been observed in DLPFC^35,38–41^. The present study also showed trends toward lower GABAergic transcripts in SCZ DLPFC; however, larger and more statistically significant differences in GABAergic transcripts were observed in the hippocampus from the same subjects diagnosed with SCZ, with smaller trends observed for BD. GABAergic markers were represented in two of the five WGCNA modules that were both correlated with SCZ and enriched for SCZ differentially expressed genes. One of these modules also included several genes involved in vesicle trafficking. A consequence of reduced GAD67 in interneurons would be reduced synthesis, and thus also release, of GABA. Genetic downregulation of GAD67 in mice was shown to reduce GABA release probability and produce a variety of behavioral alterations, including a deficit in paired pulse inhibition^42^. In striatum, however, no changes in GABAergic transcripts were identified in SCZ or BD. This regional difference suggests a functional distinction in the GABAergic deficit that is not intrinsic to GABAergic neurons, per se. Given that striatum contains largely GABAergic projection neurons in the form of medium spiny neurons, the altered GABAergic transcripts in SCZ and BD are seen only in DLPFC and hippocampus, where GABAergic neurons are interneurons.

The most striking result of pathway analyses carried out using the current dataset was a consistent upregulation of inflammatory pathways across all three brain regions examined in the SCZ subjects. This contrasts with downregulated changes in GABAergic and other signaling pathways that were preferentially observed in hippocampus. BD and MDD samples showed very little enrichment in the same inflammatory pathways. Previous microarray studies have highlighted inflammatory gene changes in independent cohorts of SCZ DLPFC and hippocampus^43–46^. Two recent RNAseq studies similarly emphasized inflammation as a major theme in the SCZ DLPFC^47,48^. We confirmed the observed elevations of transcripts encoding multiple inflammatory mediators using qRT-PCR, and performed a multiplex ELISA assay to demonstrate increases in cytokine protein levels of samples from SCZ hippocampus. Evidence of inflammatory dysregulation across psychiatric symptom domains has triggered significant interest in evaluating the immunomodulatory potential of psychotropic medications; however, meta-analysis of the literature in this field has not yielded consensus on the effects of antipsychotics, with methodological differences among studies yielding opposing effects for the same medication across studies^49^. Our microarray analyses of rodents dosed chronically with antipsychotic drugs showed very few overlapping inflammatory genes or pathways with SCZ, suggesting the observed enrichment is not linked to medication (with the caveat that the present analysis is limited to risperidone and haloperidol). A second caveat to the rodent data is that although the brain regions evaluated in rodents were roughly similar to those evaluated in human, there is not a direct correlate to DLPFC in rodents, and whole striatum was collected in rats, whereas associative striatum was isolated in humans. Finally, the compounds were administered to otherwise naïve rats without a neurodevelopmental or other such deficit. Nonetheless, previous studies of unmedicated SCZ subjects have also demonstrated increased inflammatory transcripts^46^. Abundant epidemiologic evidence links in utero infection and inflammation with increased risk of developing SCZ (reviewed in ref. ^50^), suggesting that increased inflammation may precede pathophysiology observed in adult patients. Animal models of prenatal immune activation produce a number of deficits relevant to SCZ, including parvalbumin reductions, working memory disruption, altered NMDA and dopamine signaling, and disrupted pre-pulse inhibition^51,52^. Furthermore, some studies show that animals exposed to an acute prenatal immune activation show persistent increases in cytokine expression in the frontal cortex and hippocampus as young adults^53,54^. Another study showed increased cytokine and inflammatory gene expression in PFC from adult mice treated with poly I:C, but not in offspring exposed to prenatal poly I:C^55^.

It is possible that the inflammation observed in postmortem SCZ brain is not simply a downstream result of disease processes, but could itself be a mediator of pathology. A potential causal role for altered immune function is suggested by the finding that the most significant GWAS association with SCZ lies within the major histocompatibility complex locus^56^. The role of microglia and complement in synaptic pruning have been suggested as a potential mechanism by which the immune system can alter the normal developmental trajectory of key circuits in the brain^57,58^. Persistent inflammation in the adult brain may further aggravate a downstream set of pathologies in vulnerable cell populations, such as fast-spiking parvalbumin (PVALB) interneurons. Work by Behrens et al. have shown that NMDA receptor inhibition leads to IL-6 mediated superoxide production in PVALB interneurons, resulting in reduced expression of PVALB and GAD67 in this cell population^59,60^. Previously, brain-specific IL-6 over-expression in transgenic mice has been shown to cause reduced PVALB expression in the neocortex and hippocampus, with a functional consequence of increasing seizure liability^61^. NMDA receptor hypofunction has been postulated as a contributor to SCZ etiology^62,63^. Additional data supporting interactions between NMDA hypofunction, inflammation and oxidative stress in SCZ have been described, with PVALB interneurons as a vulnerable target central to these interactions^64^. It should be noted that the present WGCNA included a co-expression module associated with SCZ that included a mix of mitochondrial transcripts and GABAergic transcripts, perhaps suggesting a correlative deficit. In the pathway analysis of SCZ, the oxidative phosphorylation pathway demonstrated the strongest enrichment score from down regulated transcripts, and IL-6 signaling was the strongest upregulated pathway. These findings were specific to SCZ, with minimal overlap in BD or MDD, and no representation in the preclinical antipsychotic drug datasets. These findings are also consistent with previous microarray analyses that found reduced expression of mitochondrial genes in SCZ^22,23,65^ and suggest the presence of oxidative stress in addition to inflammation in the SCZ brain.

An intriguing question arising from these data is whether treating neuroinflammation in SCZ would result in reduced oxidative stress and improve the health of PVALB interneurons. The present rodent antipsychotic data suggest that current pharmacology does not affect inflammatory pathways or oxidative phosphorylation; however, this may be due to a lack of inflammatory state in the normal, non-diseased rodents prior to treatment with the antipsychotics. 

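Genes of oxidative phosphorylation lay slightly higher after risperidone in frontal cortex and hippocampus, below a 1.2-fold change. Ndufs7, a subunit of complex I, was higher by 0.20 on the log2 scale in frontal cortex (standard error 0.05, adjusted p = 0.0122 from limma, n = 5 rats per group), and Ndufb7, another one, by 0.20 (standard error 0.05, adjusted p = 0.0174). Sdhc, a subunit of complex II, was higher by 0.19 (standard error 0.06, adjusted p = 0.0320). Of 70 measured subunit genes, 0 passed both thresholds in any of the 6 comparisons by limma, whether adjusted over all probe sets or adjusted over the list alone. After risperidone, 24 had an unadjusted p under 0.05 in frontal cortex, 24 in hippocampus and 3 in striatum, and after haloperidol 1, 0 and 1. The median change of the list after risperidone was 0.08 in frontal cortex (adjusted p = 1.46e-05 from camera), 0.08 in hippocampus (adjusted p = 1.06e-07) and -0.02 in striatum (adjusted p = 0.995). With an estimated correlation the list did not pass, at adjusted p = 0.808 in frontal cortex and adjusted p = 0.569 in hippocampus. Ribosomal protein genes (41 measured), listed as a sign of RNA quality, also lay higher after risperidone in frontal cortex (adjusted p = 5.78e-11 from camera, and adjusted p = 0.449 with an estimated correlation; 29 at an unadjusted p under 0.05) and hippocampus (adjusted p = 0.00118, and adjusted p = 0.696 with an estimated correlation; 10 at an unadjusted p under 0.05), so that RNA quality was not separated from the drug. Between risperidone and vehicle rats, the 3' minus 5' signal of 3 control genes differed by -0.007 in frontal cortex (exact p = 0.873) and -0.006 in hippocampus (exact p = 0.841). After haloperidol the list of oxidative phosphorylation did not pass (median -0.01, 0.01 and -0.02, adjusted p = 0.758, 0.632 and 0.945), and in striatum its median lay above that of all genes while the test pointed lower. Ribosomal protein genes did lie higher after haloperidol in frontal cortex, a call lost with an estimated correlation.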

Trials of existing non-steroidal anti-inflammatory drugs and similar classes of drugs have shown mixed benefit in subjects with SCZ^66^. Most current anti-inflammatory drugs, however, lack central exposure. Thus, a brain-penetrant drug aimed at reducing neuroinflammation or oxidative stress may be a viable therapeutic strategy for treating SCZ. Earlier intervention is likely to be more effective for any disease-modifying mechanism, though the persistence of inflammation in the adult SCZ brain leaves open a possibility that intervention at any time might produce measurable improvements.

## Supplementary information

Supplemental Figure and Table Legends

Supplemental Table 1

Supplemental Figure 1

Supplemental Figure 2

Supplemental Table 2

Supplemental Table 3

Supplemental Table 4

Supplemental Table 5

Supplemental Table 6

Supplemental Table 7

Supplemental Table 8

Supplemental Table 9

# Supplementary material for: Postmortem transcriptional profiling reveals widespread increase in inflammation in schizophrenia: a comparison of prefrontal cortex, striatum, and hippocampus among matched tetrads of controls with subjects diagnosed with schizophrenia, bipolar or major depressive disorder
**Source:** Transl Psychiatry. 2019 May 23;9:151. doi: 10.1038/s41398-019-0492-8
**Supplement:** Supplementary file 1 — Supplemental Figure and Table Legends

**Supplementary Figures & Tables**

**Supplementary Figure 1.** Venn diagrams represent the number of enriched pathways in SCZ DLPFC and rat PFC following chronic treatment with risperidone or haloperidol. Significant overlapping pathways are listed in the accompanying box.

**Supplementary Figure 2.** GABAergic transcripts in DLPFC, hippocampus and striatum from subjects with bipolar disorder (red), MDD (green), schizophrenia (blue), or unaffected comparison subjects (grey). Values are normalized to the median of each control group and plotted in log2 scale. FDR adjusted p-values: #p<0.1, *p < 0.05.

**Supplementary Table 1.** Human subject and sample information. Values are mean ± standard deviation. PMI = post-mortem interval. RIN = RNA Integrity Number. Tobacco use at time of death (ATOD): Y = yes, N = no, U = unknown. MOD = Manner of Death (N = natural; A = accidental; S = suicide).

**Supplementary Table 2.** TaqMan assay information. HUGO gene ID is shown in the first column, followed by TaqMan assay ID, full gene name, chromosomal location, and exonic region targeted by the probe set.

**Supplementary Table 3.** ANCOVA and least-square means (LSM) tables for all RT-PCR and cytokine data. The p-values shown in the last column of the LSM tables are FDR-adjusted values.

**Supplementary Table 4.** Numbers represent genes with FDR-adjusted p-value <0.05 and ≥1.2-fold difference from control subjects. PFC = Brodmann area 46, HIP = hippocampal formation, STR = associative striatum.

**Supplementary Table 5.** Differentially expressed probesets (p<0.05, >1.2-fold change) for DLPFC, hippocampus and associative striatum from subjects with schizophrenia, bipolar disorder or MDD.

**Supplementary Table 6.** Full list of significantly enriched pathways in each region in schizophrenia, bipolar disorder and MDD.

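Supplementary Table 7 lists, for each drug and region, genes with their fold change against vehicle and its unadjusted and adjusted p. Only part of the table was held, with 3155 entries, of which 3010 were matched to the array by rat gene number and 2928 had a probe set whose fold change equalled the table's to 3 decimals. In the limma fit made here, Homer1, Egr2, Nr4a1, Per2, Bmal1 and Cry1 fell in striatum after each drug, and Rasl10a and Vipr1 rose after each. The adjusted p that the table itself gives after haloperidol was 0.0278 for Per2. It lay between 0.0705 and 0.151 for Homer1, Egr2, Nr4a1, Bmal1 and Cry1, which do not pass 0.05 there. After haloperidol, the calls of Nr4a1, Vipr1 and Cry1 were lost without 8, 5 and 2 of the 10 rats (log2 -0.79 to -0.57, 0.54 to 0.72 and -0.50 to -0.39, adjusted p up to 0.155, 0.0968 and 0.0554, the first 2 without haloperidol replicate 5 and the last without haloperidol replicate 3). After haloperidol, Rasl10a, a small GTPase, rose by 0.86 in striatum (standard error 0.18, adjusted p = 0.0170 from limma, n = 5 rats per group), a call lost without 5 of the 10 rats (log2 0.71 to 0.96, adjusted p up to 0.108, without haloperidol replicate 5). Egr2 fell by 1.39 there (standard error 0.28, adjusted p = 0.0157), a call lost without 5 of the 10 rats (log2 -1.77 to -1.19, adjusted p up to 0.0758, without haloperidol replicate 3). In all, 41 probe sets fell and 7 rose after both drugs in striatum, where independent lists would share 1.52 and 0.0709 and simulated unchanged groups with the same vehicle rats shared 0.40 and 0.52 on average. These became 10 and 1 without haloperidol replicate 5, 11 and 1 without haloperidol replicate 3, 11 and 2 without vehicle replicate 2, and 1 and 0 with striatum fitted on its own arrays. In frontal cortex, 15 fell and 0 rose after both, among them probe sets of Arc, Homer1, Junb, Nr4a1 and Per2, where independent lists would share 0.434 and 0.151 and the simulation 0.38 and 1. The haloperidol calls of Homer1, Junb and Per2 there were lost without haloperidol replicate 5 and without vehicle replicate 3 (adjusted p up to 0.0537, 0.0537 and 0.0522), where the count of shared falls was 2 and 3; with the region fitted on its own arrays it was 1. In hippocampus, 0 were shared in either direction, since 0 were called after haloperidol by limma. Across the 18609 probe sets, which are not independent replicates, the log2 fold changes of the drugs correlated at r = 0.622 in frontal cortex, 0.703 in hippocampus and 0.821 in striatum. Groups that share their vehicle rats correlate without any drug effect, at 0.515, 0.528 and 0.494 on average in 100 simulations. The middle 95% of these simulations ran from 0.111 to 0.817, 0.261 to 0.766 and 0.101 to 0.782. The covariance of the responses was 0.0140, 0.0116 and 0.0218, against 0.00676, 0.00527 and 0.00850 on average in the simulations. The middle 95% of the simulated covariances ended at 0.0165, 0.00957 and 0.0183. With the vehicle rats split between the drugs, r was 0.367, 0.372 and 0.501 and the covariance 0.00983, 0.00771 and 0.0162.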

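Risperidone and haloperidol differed in frontal cortex, where Egr2 was lower by 1.05 (log2 -1.05, adjusted p = 0.0432 from limma, n = 5 rats per group) and Egr1, another immediate early transcription factor, was lower in the risperidone rats (log2 -0.41, adjusted p = 0.0420). Dbp, a clock output gene, was higher in the risperidone rats (log2 0.36, adjusted p = 0.0383), as was Hilpda, a protein of lipid droplets (log2 0.40, adjusted p = 0.0375). Without 1 drug-treated rat these differences were lost for 8 (Egr2), 8 (Egr1), 6 (Dbp) and 5 (Hilpda) of 10 rats, with adjusted p up to 0.146, 0.144, 0.0970 and 0.148 (each without haloperidol replicate 3), and with the region fitted on its own arrays it was 0.132, 0.138, 0.119 and 0.143. In all, 101 probe sets were higher and 42 lower after risperidone than after haloperidol in frontal cortex, and without the intensity filter 75 and 86. The count ranged from 3 (without haloperidol replicate 3) to 446 (without haloperidol replicate 1) and was 0 with the region fitted on its own arrays, and 2 without 7 libraries high in the markers of neighboring tissue chosen for each region. In striatum 0 probe sets were higher and 3 lower. In hippocampus 0 were called by limma, with 1100 at an unadjusted p under 0.05 where chance gives 930.45. The drugs were given at different doses. Responses to risperidone also differed between regions. Fos was less lowered in striatum than in frontal cortex (difference in log2 change 1.32, adjusted p = 0.0299), and Ptgs2 less in hippocampus (0.98, adjusted p = 0.0165) and in striatum (1.01, adjusted p = 0.0106) than in frontal cortex. The difference of Fos was lost without 4 of the 10 rats (adjusted p up to 0.113, without risperidone replicate 3), and that of Ptgs2 in hippocampus without 3 (adjusted p up to 0.0706, without vehicle replicate 5). Vipr1, a receptor of vasoactive intestinal peptide, was raised more in striatum than in frontal cortex (0.91, adjusted p = 0.00327), and Spry3, a Sprouty inhibitor, was lowered more (-0.51, adjusted p = 0.00988). The change in response between regions was called for 548 probe sets between striatum and frontal cortex, 309 between striatum and hippocampus and 245 between hippocampus and frontal cortex. Without 1 rat these counts fell to as few as 125 (risperidone replicate 3), 71 (vehicle replicate 3) and 18 (risperidone replicate 5). Without risperidone replicate 4 they rose to 971, 640 and 323. For haloperidol these counts were 5, 0 and 0 by limma, with 1379, 1369 and 1563 probe sets at an unadjusted p under 0.05. The count of 5 fell to 1 without haloperidol replicates 2, 3, 4 and 5 and vehicle replicates 1 and 4 in turn.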

**Supplementary Table 7.** Differentially expressed genes in rats treated with haloperidol or risperidol.

**Supplementary Table 8.** Gene membership for modules identified by WGCNA.

**Supplementary Table 9.** Correlation of different WGCNA modules with disease status.

# Supplementary material for: Postmortem transcriptional profiling reveals widespread increase in inflammation in schizophrenia: a comparison of prefrontal cortex, striatum, and hippocampus among matched tetrads of controls with subjects diagnosed with schizophrenia, bipolar or major depressive disorder
**Source:** Transl Psychiatry. 2019 May 23;9:151. doi: 10.1038/s41398-019-0492-8
**Supplement:** Supplementary file 2 — Supplemental Table 1

**Supplementary Table 1.**

|  | Control | Bipolar | Major Depressive Disorder | Schizophrenia |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
|  |  |  |  |  |
| Sex | 10 M, 9 F | 10 M, 9 F | 10 M, 9 F | 10 M, 9 F |
| Race | 18 W, 1 B | 19 W, 0 B | 18 W, 1 B | 13 W, 6 B |
| Age (years) | 48.1 ± 10.6 | 46.3 ± 9.5 | 45.2 ± 10.1 | 45.1 ± 8.5 |
| PMI (hours) | 19.5 ± 5.1 | 21.3 ± 6.6 | 20.1 ± 6.0 | 20.1 ± 6.9 |
| Brain pH | 6.6 ± 0.2 | 6.6 ± 0.2 | 6.6 ± 0.2 | 6.4 ± 0.4 |
| RIN | PFC 7.8 ± 0.6  HPC 6.4 ± 0.5  STR 8.3 ± 0.7 | PFC 7.6 ± 0.6  HPC 6.3 ± 0.7  STR 8.1 ± 0.9 | PFC 7.7 ± 0.5  HPC 6.3 ± 0.4  STR 8.3 ± 0.8 | PFC 7.7 ± 0.7  HPC 6.0 ± 0.6  STR 8.0 ± 0.8 |
| Tobacco ATOD | 5 Y, 14 N | 9 Y, 5 N, 5 U | 7 Y, 12 N | 12 Y, 7 N |
| MOD | 15 N, 4 A, 0 S | 6 N, 5 A, 8 S | 9 N, 3 A, 7 S | 8 N, 4 A, 7 S |

# Supplementary material for: Postmortem transcriptional profiling reveals widespread increase in inflammation in schizophrenia: a comparison of prefrontal cortex, striatum, and hippocampus among matched tetrads of controls with subjects diagnosed with schizophrenia, bipolar or major depressive disorder
**Source:** Transl Psychiatry. 2019 May 23;9:151. doi: 10.1038/s41398-019-0492-8

GAD1 (PFC)

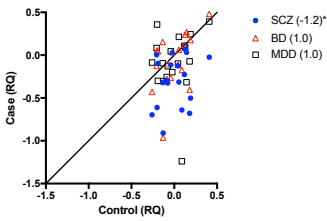

GAD1 (HIP)

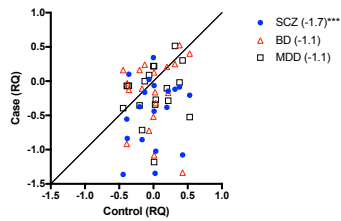

GAD1 (STR)

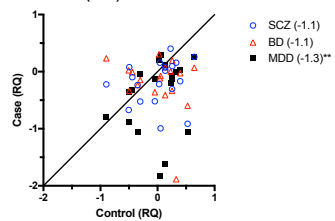

GAD2 (PFC)

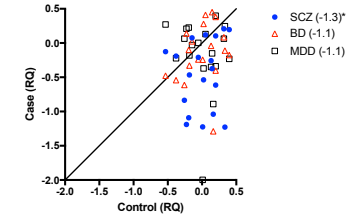

GAD2 (HIP)

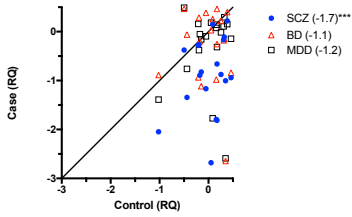

GAD2 (STR)

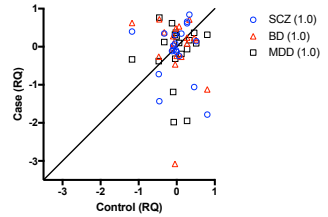

SST (PFC)

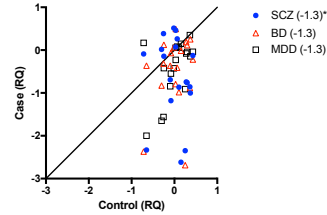

SST (HIP)

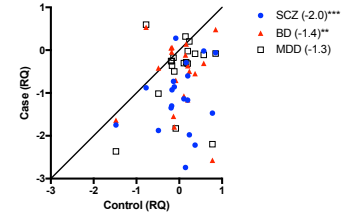

SST (STR)

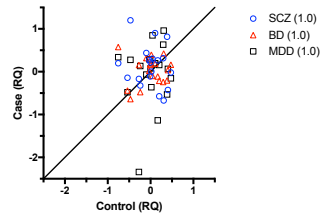

PVALB (PFC)

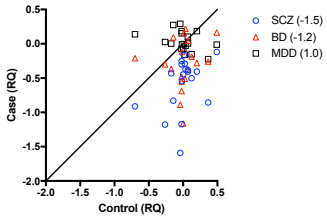

PVALB (HIP)

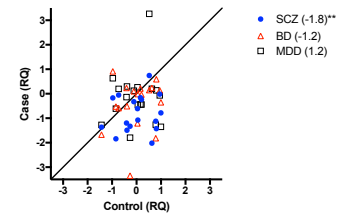

PVALB (STR)

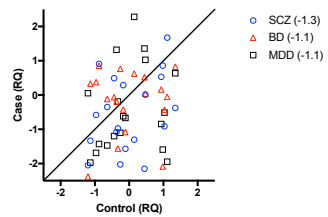

NPY (PFC)

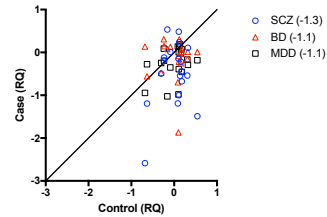

NPY (HIP)

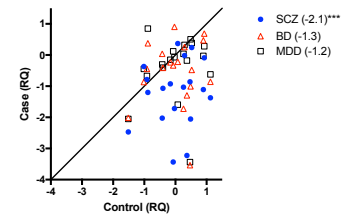

NPY (STR)

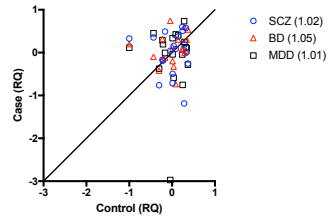

CALB2 (PFC)

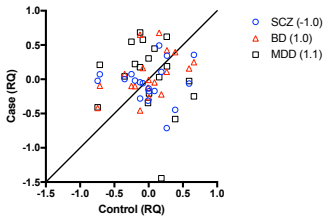

CALB2 (HIP)

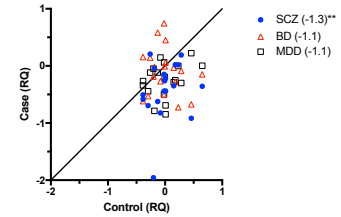

CALB2 (STR)

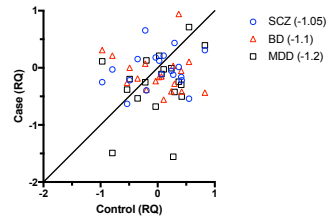

**Supplement:** Supplementary file 4 — Supplemental Figure 2

# Supplementary material for: Postmortem transcriptional profiling reveals widespread increase in inflammation in schizophrenia: a comparison of prefrontal cortex, striatum, and hippocampus among matched tetrads of controls with subjects diagnosed with schizophrenia, bipolar or major depressive disorder
**Source:** Transl Psychiatry. 2019 May 23;9:151. doi: 10.1038/s41398-019-0492-8
**Supplement:** Supplementary file 7 — Supplemental Table 4

| **Upregulated** | **Schizophrenia** | **Bipolar** | **MDD** |
| --- | --- | --- | --- |
| **PFC** | 247 | 58 | 4 |
| **HIP** | 492 | 46 | 17 |
| **STR** | 235 | 7 | 31 |
|  |  |  |  |
| **Downregulated** | **Schizophrenia** | **Bipolar** | **MDD** |
| **PFC** | 237 | 11 | 10 |
| **HIP** | 1509 | 113 | 21 |
| **STR** | 438 | 9 | 7 |

How the deposited data were processed for this re-analysis (not part of the article)

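RNA of frontal cortex, hippocampus and striatum was measured on 45 Affymetrix rat arrays, from 15 male Sprague-Dawley rats. Over 21 days, 5 rats received vehicle, 5 received haloperidol at 0.25 mg/kg/d and 5 received risperidone at a dose of 5 mg/kg/d. The same rats gave all 3 regions. The human samples of the study were not analysed here.

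The authors made the deposited intensities with RMA in R 2.7.2, which corrects for background, normalizes between arrays and summarizes the probes of a probe set. The intensities are on the linear scale and were put on the log2 scale here. Arrays have no read depth. The median intensity of an array was between 87.9 and 110.4, and the precision of a value follows from its standard error.

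Of 31099 probe sets, 18609 with a mean over all arrays at or above the 40th percentile were kept. One fit in limma 3.58.1 under R 4.3.3 gave a mean for each of the 9 groups of region and treatment, with the rat as a random block (consensus correlation 0.226, 39.9 degrees of freedom). Moderated t statistics were adjusted by Benjamini-Hochberg within each comparison, and a probe set was called at an adjusted p under 0.05 and at least 1.2-fold. Tables were read with data.table 1.17.8. Drug against drug and the difference of a drug's effect between regions were tested in the same fit.

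In all, 40 gene lists were tested with camera on the moderated t statistics, with 1 probe set per gene and a preset correlation between genes of 0.01, adjusted over the 40 lists within a comparison. They cover inflammation (5 lists), cell types (11), neuronal signaling (8), metabolism (3), activity (7), RNA quality (1) and the SCZ modules of the study (5). The test was repeated with the correlation estimated from the residuals (median 0.155, range -0.0313 to 0.896) and with fry. The module and qRT-PCR lists were chosen by the study on human samples and matched to rat genes by symbol. The lists of activity-regulated, ERK feedback and clock genes were written after gene-level values of Supplementary Table 7 had been seen, and the lists of olfactory bulb markers and of clock output and activator genes after the data had been seen.

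Genes are named by a rule set before the data were examined: the 10 called genes with the largest rise and the 10 with the largest fall in each comparison, the genes that the paper names, and the 4 genes of each list with the smallest p. Values of Supplementary Table 7 had been seen when the rule was set. Other genes named beside a count of called list members, and the genes with a level particular to each rat, were chosen after their values were seen.

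The method was tested on simulated data with the size of the risperidone comparison in frontal cortex: 89 of 100 probe sets changed by 1.5-fold and 98 of 100 changed by 2-fold were recovered, with 7 called among the unchanged of 18609. Other splits of the rats (100 per comparison), simulations of unchanged groups with the same vehicle rats (100) were run, with 30 settings in all. Alternatives were set before the data were examined, apart from leaving out 7 libraries high in markers of a neighboring tissue (1 marker list per region: olfactory bulb, meningeal and pyramidal neuron markers) and using the mean of those markers as a covariate, which were chosen after the data had been seen.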

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

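The tests of other splits of the rats were set before the results were seen, and the other tests of explanations in this part were chosen after.

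In single rats, some genes lay far from the other 4 rats of their group. The differences from the mean of the other 4, on the log2 scale, were 1.00 for Arc and 0.69 for Nr4a1 in frontal cortex of risperidone replicate 1, -1.52 for Dusp6 in frontal cortex of vehicle replicate 2, and 0.40 for Etv5 and -0.34 for Ppp1cb in frontal cortex of vehicle replicate 3. They were 0.23 for Junb in haloperidol replicate 1 and 0.40 for Shc1 in haloperidol replicate 3 in frontal cortex, and 0.16 for Bmal1 in vehicle replicate 3, 0.55 for Homer1 in haloperidol replicate 2, 1.17 for Hspb1 in vehicle replicate 1 and 0.53 for Nr4a3 in risperidone replicate 3 in striatum. Sncg in risperidone replicate 5 was higher by 1.60 in frontal cortex, 2.18 in hippocampus and 1.82 in striatum, and the mean of the olfactory bulb markers in frontal cortex of haloperidol replicate 5 by 0.81. These are 15 of 213 groups of 5 rats tested, and chance gives about 1 in 20.

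The response to a drug differed between regions for 31 of 252 differences tested with limma, of which 21 were lost without at least 1 of the rats; the rest are those of Bmal1, Cebpb, Cry1, Ppp1r1a and Spry3 against hippocampus and of Ptgs2, Rapgef4, Spry3, Tac1 and Vipr1 after risperidone in striatum against frontal cortex. After risperidone, the response in striatum minus that in frontal cortex was -0.44 for Akap9 (adjusted p = 0.0312), -2.52 for Cdhr1 (0.0424), -0.72 for Cebpb (0.0108), -0.47 for Cry1 (0.0108), 1.32 for Fos (0.0299), -0.48 for Gria1 (0.0313), -0.42 for Hilpda (0.0433), -1.20 for Kcnj16 (0.0267), 0.27 for Msmo1 (0.0496), -1.91 for Pbx3 (0.0210) and -0.43 for Ppp1r1a (0.0219). It was 1.01 for Ptgs2 (adjusted p = 0.0106), 0.82 for Rapgef4 (0.00555), 0.76 for Rasl10a (0.0454), -0.26 for Rpl18 (0.0459), -0.51 for Spry3 (0.00988), -1.25 for Tac1 (0.0129) and 0.91 for Vipr1 (0.00327). The response in striatum minus that in hippocampus was -0.40 for Bmal1 (adjusted p = 0.00710), -0.71 for Cebpb (0.0149), -0.47 for Cry1 (0.0114), -0.50 for Etv5 (0.0305), -0.65 for Ppp1r1a (0.00266), -0.51 for Spry3 (0.0114), -1.10 for Tac1 (0.0294) and 0.62 for Vipr1 (0.0402). The response in hippocampus minus that in frontal cortex was 0.56 for Cnot7 (adjusted p = 0.0313), 0.98 for Ptgs2 (0.0165) and 0.74 for Rapgef4 (0.0152). After haloperidol, striatum minus frontal cortex was -0.49 for Slc25a25 (adjusted p = 0.0399) and 0.89 for Vipr1 (0.0283).

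Among the called probe sets, 155 after risperidone in frontal cortex and 173 in striatum carry no gene in the annotation.

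Chance can be excluded for the number of probe sets called after haloperidol in frontal cortex (33, in 1 of 100 splits of the 10 rats; highest other 13) and striatum (63, 1 of 100; highest other 12). It can also be excluded after risperidone in frontal cortex (632, 1 of 100, highest other 83) and striatum (679, 1 of 100, highest other 84). After risperidone in hippocampus another split gave 35, more than the real 21 (2 of 100 had as many). Chance is therefore not excluded there. After haloperidol in hippocampus 0 were called by limma, so that every split has as many (100 of 100; highest other 4) and the test says nothing there.

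In frontal cortex, 281 probe sets rose after risperidone, and 190 of them were not called without the libraries high in olfactory bulb markers. RNA from the olfactory bulb is a candidate source for part of the rise of those 190, which were also higher in haloperidol replicate 5 than in the other 4 haloperidol rats (median 0.167, against -0.03 over all 18609 probe sets); their median rise was 0.36, and 0.26 without the libraries, so that part of it stays. For the other 91, drug and olfactory bulb RNA cannot be told apart: being called without those libraries is how they were chosen, and the marker mean follows treatment, so that with it as a covariate 19 were called while their median rise went from 0.35 to 0.32. Of the 351 probe sets that fell, 189 stayed called without the libraries. The 351 were also lower in haloperidol replicate 5 than in the other 4 haloperidol rats (median -0.147), so olfactory bulb RNA stays open for part of the falls. A difference in RNA quality cannot be told apart from an effect of risperidone: the 3' minus 5' signal of 3 control genes differed by -0.00741 (exact p = 0.873, n = 5), but ribosomal proteins, listed as a sign of RNA quality, lay higher (median 0.14, adjusted p = 5.78e-11 from camera, and adjusted p = 0.449 with an estimated correlation).

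Sncg levels fell in clusters of rats rather than with treatment alone, so the mean correlation of the rats' residuals between regions, 0.885, leaves open whether its level is fixed in each rat. Of 111 probe sets with a level particular to each rat in all 3 regions, 5 differed between risperidone and vehicle rats at an exact p under 0.05 (4.50 percent), which is what chance splitting of such levels between groups could give. Sncg is not among these 111, since its 0.885 lies under the threshold of 0.9, so their share was not measured on it. Sncg itself had an exact p of 0.00794 for risperidone and 0.0952 for haloperidol (n = 5 rats per group). An effect of risperidone on Sncg was not separated from a chance split of its levels.

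Immediate early genes fell after risperidone in frontal cortex. RNA from the olfactory bulb is argued against, since 12 of the 14 that fell by the probe set tested stay called without the marker-high libraries, while RNA quality stays open, with the value above of -0.00741 for control genes and the ribosomal proteins higher. Collection of tissue in the order of the animal numbers is a candidate explanation, since within groups these genes were lower at higher numbers (Pearson's r = -0.605 over 15 rats, permutation p = 0.0286), although that order is not recorded. A different time of day cannot be told apart from the drugs: clock output minus clock activator genes were higher by 0.38 in risperidone than vehicle rats (exact p = 0.00794) and by 0.22 in haloperidol rats (exact p = 0.00794). The within-group slope in animal number times the gap between groups gives -0.63 (standard error 0.24) for risperidone in frontal cortex where -0.49 was observed. It gives -0.32 (standard error 0.16) in hippocampus where -0.21 was observed, and -0.01 (standard error 0.19) in striatum where -0.20 was observed. For haloperidol in frontal cortex it gives -0.34 (standard error 0.13) where -0.39 was observed. In striatum the gap is about as large as its standard error, so order and drug are not separated there, and an effect of the drug stays open.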

How the results depend on the processing

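Counts of called probe sets depended on the settings, and the cause was not tested. With each region fitted on its own arrays they were 1, 372, 1 and 90 for haloperidol and risperidone in frontal cortex and in striatum, against 33, 632, 63 and 679, and 0 and 0 between the drugs in frontal cortex and striatum, against 143 and 3. With each region fitted on its own and the replicate number added as a block, to be set against the 4 numbers of each region on its own, they were 2 and 158 in frontal cortex, 1 and 0 in hippocampus and 0 and 50 in striatum; the replicate numbers do not pair the rats (correlation of residuals of rats with 1 number -0.0407, -0.00292 and 0.0441 in the 3 regions, of other pairs 0.00961, 5.82e-04 and -0.0112).

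A stricter filter gave 13 for haloperidol in frontal cortex, 34 in striatum and 1 between the drugs in striatum; expression in each of the 3 regions gave 21 for haloperidol in frontal cortex; no filter gave 1 for haloperidol and 1 between the drugs in hippocampus, and 75 higher and 86 lower between the drugs in frontal cortex, against 101 and 42. Without a fold threshold 1077 were called for risperidone in frontal cortex (604 higher and 473 lower). Unadjusted p gave 612 and 1405 in frontal cortex, 166 and 1137 in hippocampus and 899 and 1571 in striatum. Array weights gave 155 for haloperidol in frontal cortex, 13 and 992 in hippocampus and 333 and 319 in striatum, and unmoderated t gave 20 for haloperidol in frontal cortex. One probe set per gene, with fewer tests, gave 8 and 356 (211 higher and 145 lower) in frontal cortex and 24 and 289 in striatum.

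Centring on the array median gave 7 between the drugs in frontal cortex. Quantile normalization gave 20 for haloperidol in frontal cortex and 32 for risperidone in hippocampus. The split into higher and lower calls moved with scaling: haloperidol in frontal cortex 10 and 23, centred 4 and 18, quantile 8 and 12; risperidone in frontal cortex 281 and 351, centred 173 and 441; risperidone in hippocampus 10 and 11, quantile 11 and 21; haloperidol in striatum 8 and 55, quantile 16 and 32; risperidone in striatum 165 and 514, quantile 251 and 344.

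Leaving out 7 libraries high in 1 list of neighboring tissue markers per region (olfactory bulb in frontal cortex, meningeal in hippocampus, pyramidal neuron in striatum), chosen after seeing the data, gave 4 for haloperidol and 2 between the drugs in frontal cortex, 3 and 2 in hippocampus, and 236, 301 and 13 (between the drugs) in striatum. Libraries high in other markers were kept, such as those of choroid plexus in striatum of haloperidol replicate 1 (1.93 above the mean), vehicle replicate 1 (1.90) and risperidone replicate 5 (1.45). The marker mean as a covariate, also chosen after, gave 98 for risperidone and 2 between the drugs in frontal cortex, 3 for risperidone in hippocampus, and 35, 241 and 11 in striatum. Pcp4l1 after risperidone in frontal cortex, which rose by 1.24, was -0.055 (adjusted p = 0.913) with it.

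Without each rat in turn, the counts ranged from 2 (haloperidol replicate 5) to 53 (haloperidol replicate 2) and from 325 (vehicle replicate 4) to 800 (risperidone replicate 5) in frontal cortex, 0 to 3 (haloperidol replicate 2) and 4 (vehicle replicate 2) to 325 (risperidone replicate 1) in hippocampus, and 12 (haloperidol replicate 3) to 81 (haloperidol replicate 1) and 279 (risperidone replicate 3) to 1237 (risperidone replicate 4) in striatum. Between the drugs they ranged from 3 (haloperidol replicate 3) to 446 (haloperidol replicate 1) in frontal cortex, 0 to 1 (risperidone replicate 2) in hippocampus and 1 (haloperidol replicate 1) to 21 (haloperidol replicate 4) in striatum. Gene lists called ranged from 5 to 11 and 7 to 12 in frontal cortex, 6 to 10 and 7 to 13 in hippocampus and 6 to 11 and 6 to 13 in striatum.

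With an estimated correlation, 0 and 2 lists were called in frontal cortex, 0 and 0 in hippocampus and 0 and 1 in striatum by camera. With the marker-high libraries left out, 6 were called for haloperidol in frontal cortex and 6 for risperidone in striatum. The correlation between the responses to the drugs was 0.367, 0.372 and 0.501 with the vehicle rats split.

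Of 89 calls of selected genes, which leave out many of the list members named, 36 were kept with each region on its own, 27 with each region on its own and the replicate block, 85 centred, 82 with quantile normalization, 55 without the marker-high libraries and 44 with the covariate. Of 240 list results, 229 kept their side of the threshold with each region on its own, 183 with an estimated correlation and 232 with the mean t over a gene's probe sets. No alternative set beforehand was left unrun. Arrays have no depth to vary, and probe sets under the 40th percentile were tested only without a filter.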

Differences from the paper's values

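Kcnj16 after risperidone in frontal cortex has a log2 fold change of 0.64 in the paper's Supplementary Table 7 and of 1.40 here. Without risperidone replicate 2 it was 1.17, within the spread of the paper's value. It differed under the other alternatives set before the data were examined: each region on its own, the replicate block, centring, quantile normalization and leaving out each of the other rats (1.27 to 1.57). Leaving out the marker-high libraries or using the marker mean as a covariate, both chosen after the data had been seen, brought it nearer to the paper's value. However, 2928 of 3010 matched entries of the table equalled fold changes here from all arrays without a covariate. Neither setting is therefore a likely source of the difference, and its source was not identified.

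Of Supplementary Table 7 a part was held. The genes of the held part of the table with adjusted p under 0.05 in the paper number 136 after risperidone in hippocampus, and 14 of the table's genes were called here. Without risperidone replicate 1 the number was 129, within 1.5 times the paper's. It differed under the other alternatives set before the data were examined, from 0 with the replicate block to 419 with unadjusted p, with 6 for each region on its own and 331 with array weights.

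After haloperidol in striatum, the genes of the held part of the table with adjusted p under 0.05 number 4 in the paper, and 29 of the table's genes were called here. Without haloperidol replicate 3 the number was 6, within 1.5 times the paper's. It differed under the other alternatives set before the data were examined, from 0 with the replicate block to 329 with unadjusted p, with 1 for each region on its own.

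The paper states that signaling by PKA and cAMP was lowered by the drugs. Here the list of PKA, cAMP and CREB signaling passed by camera in none of the 6 comparisons (adjusted p = 0.134 to 0.982), although in striatum after risperidone 3 of its 44 measured genes fell and 1 rose (8 and 1 adjusted over the list alone). The paper scored IPA pathways by the enrichment of up- and downregulated genes. Camera compares a gene list with the other genes, which is a different measure, so its result does not contradict the paper's. For long-term potentiation, which the paper also states as lowered, the list was lower by camera after risperidone in frontal cortex (adjusted p = 0.00528, and adjusted p = 0.0969 with an estimated correlation) and hippocampus (adjusted p = 0.0392, and adjusted p = 0.509 with an estimated correlation), and passed in none of the regions after haloperidol.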

Other observations

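The tests reported in this part were set before the data were examined, apart from the choice of the genes with a level particular to each rat.

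The list of oligodendrocyte and myelin markers lay higher by camera in 5 of 6 comparisons, not after risperidone in frontal cortex, and in none with an estimated correlation. Cnp, an enzyme of myelin, was at a log2 change of 0.48 after haloperidol in frontal cortex (standard error 0.15, adjusted p = 0.167 from limma, above all vehicle rats in 3 of 5), and Mbp, myelin basic protein, at 0.17 (standard error 0.06, adjusted p = 0.190), so neither was called. The median of 20 measured oligodendrocyte and myelin markers was 0.35 there (adjusted p = 3.91e-16 from camera, and adjusted p = 0.243 with an estimated correlation; 12 rose adjusted over the list alone), 0.27 in hippocampus (2.50e-11 and 0.536) and 0.26 in striatum (6.61e-07 and 0.713). After risperidone it was 0.34 in hippocampus (adjusted p = 5.36e-07, and adjusted p = 0.569 with an estimated correlation; 9 rose adjusted over the list alone), 0.24 in striatum (8.64e-05 and 0.645) and 0.16 in frontal cortex (adjusted p = 0.211).

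Endothelial and pericyte markers (21 measured) lay lower after risperidone in frontal cortex (median -0.21, adjusted p = 2.22e-06, and adjusted p = 0.436 with an estimated correlation) and hippocampus (median -0.21, adjusted p = 6.39e-05, and adjusted p = 0.568 with an estimated correlation). Abcb1a and Slco1a4, transporters of the blood-brain barrier, fell in frontal cortex (6 adjusted over the list alone) and Emcn in striatum (0 adjusted over the list alone); the calls of Slco1a4 and Emcn were lost without 5 and 7 of the 10 rats (adjusted p up to 0.121, without risperidone replicate 2, and 0.273, without risperidone replicate 3). Microglia markers (21 measured) lay higher after haloperidol in frontal cortex (adjusted p = 0.00731, and adjusted p = 0.733 with an estimated correlation) and striatum (0.0241 and 0.745) and after risperidone in frontal cortex (0.0310 and 0.842) and striatum (0.00588 and 0.785). Tyrobp, an adaptor of microglial receptors, rose in frontal cortex after risperidone (1 adjusted over the list alone), a call lost without 8 of the 10 rats (log2 0.32 to 0.45, adjusted p up to 0.101, without vehicle replicate 1). Astrocyte markers (19 measured) lay higher after risperidone in hippocampus (adjusted p = 0.0202, and adjusted p = 0.606 with an estimated correlation) and striatum (0.0112 and 0.645), where Gfap and Slc1a3 rose (2 adjusted over the list alone), Gfap with a call lost without risperidone replicate 3 (log2 0.54, adjusted p = 0.0694).

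Ribosomal proteins (41 measured) lay higher after risperidone in frontal cortex (median 0.14, adjusted p = 5.78e-11, and adjusted p = 0.449 with an estimated correlation), where Rpl18 and Rpsa rose (2 adjusted over the list alone; Rpsa lost without 5 of the 10 rats, adjusted p up to 0.101, without vehicle replicate 1), after haloperidol in frontal cortex (4.72e-05 and 0.733) and after risperidone in hippocampus (0.00118 and 0.696). Meningeal and fibroblast markers (13 measured) lay higher after haloperidol in hippocampus (median 0.35, adjusted p = 8.01e-06, and adjusted p = 0.453 with an estimated correlation) and striatum (median 0.34, 0.00262 and 0.713), and pyramidal neuron markers (13 measured) in striatum after haloperidol (0.00529 and 0.713) and risperidone (7.80e-04 and 0.583). Glucocorticoid-responsive genes (16 measured) lay lower in hippocampus after haloperidol (0.0174 and 0.680) and risperidone (0.0415 and 0.583), and Fkbp5 fell in striatum after risperidone (1 adjusted over the list alone; lost without 6 of the 10 rats, adjusted p up to 0.200, without risperidone replicate 3). Thalamic neuron markers (6 measured) lay higher in striatum after risperidone, where Rgs16 rose (1 adjusted over the list alone; 0.0450 and 0.583), lost without 6 of the 10 rats (adjusted p up to 0.201, without risperidone replicate 3). Oligodendrocyte precursor, choroid plexus, blood cell, hippocampal neuron and interneuron markers passed in none of the 6 comparisons (lowest adjusted p 0.159, 0.236, 0.122, 0.184 and 0.328).

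Some probe sets had a level particular to each rat in all 3 regions. Their residuals had a mean correlation between regions above 0.9 and an SD above 0.3, which 111 probe sets of 58 genes met, against 0 at most in 20 shuffles of the rats. Rnase4, a ribonuclease, ranged from log2 5.97 to 10.35 over the arrays, and Car3, a carbonic anhydrase, from 4.59 to 9.97.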
